# microRNA-1 regulates sarcomere formation and suppresses smooth muscle gene expression in the mammalian heart

**DOI:** 10.7554/eLife.01323

**Published:** 2013-11-19

**Authors:** Amy Heidersbach, Chris Saxby, Karen Carver-Moore, Yu Huang, Yen-Sin Ang, Pieter J de Jong, Kathryn N Ivey, Deepak Srivastava

**Keywords:** microRNA-1, cardiac, sarcomere, Telokin, Myocardin, smooth muscle gene expression, Mouse

## Abstract

*microRNA-1 (miR-1)* is an evolutionarily conserved, striated muscle-enriched miRNA. Most mammalian genomes contain two copies of miR-1, and in mice, deletion of a single locus, *miR-1-2*, causes incompletely penetrant lethality and subtle cardiac defects. Here, we report that deletion of *miR-1-1* resulted in a phenotype similar to that of the *miR-1-2* mutant. Compound *miR-1* knockout mice died uniformly before weaning due to severe cardiac dysfunction. *miR-1*-null cardiomyocytes had abnormal sarcomere organization and decreased phosphorylation of the regulatory myosin light chain-2 (MLC2), a critical cytoskeletal regulator. The smooth muscle-restricted inhibitor of MLC2 phosphorylation, Telokin, was ectopically expressed in the myocardium, along with other smooth muscle genes. *miR-1* repressed Telokin expression through direct targeting and by repressing its transcriptional regulator, Myocardin. Our results reveal that *miR-1* is required for postnatal cardiac function and reinforces the striated muscle phenotype by regulating both transcriptional and effector nodes of the smooth muscle gene expression network.

**DOI:** http://dx.doi.org/10.7554/eLife.01323.001

## eLife digest

MicroRNAs are tiny RNAs that do not encode proteins. Instead, they regulate the expression of genes by preventing protein-encoding messenger RNAs from being translated into protein. MicroRNAs are expressed throughout the body, including the heart, where the most abundant microRNA is called *miR-1*. This is encoded by two nearly identical genes: *miR-1-1* and *miR-1-2*.

Mice that lack the *miR-1-2* gene have various heart abnormalities, but generally survive because they still produce some *miR-1* from their remaining *miR-1-1* gene. Now, Heidersbach et al. have generated the first mice that specifically lack both *miR-1* genes, and shown that these animals die before weaning.

When viewed under the electron microscope, heart muscle from *miR-1* double knockout mice lacks the characteristic ‘striped’, or striated, appearance of normal heart muscle. Additionally, *miR-1* double knockout hearts have some gene expression characteristics more similar to the smooth muscle found in the gut and in the walls of blood vessels. Smooth muscle differs from striated muscle in that it lacks sarcomeres: these are bands of fibrous proteins, such as myosin, that are essential for muscle contraction.

In normal mice, an enzyme called MLCK contributes to the formation and function of sarcomeres by adding phosphate groups to myosin molecules. By contrast, in smooth muscle an enzyme called Telokin promotes phosphate group removal, and thus affects the function of sarcomeres. Heidersbach et al. showed that *miR-1* interacts directly with *Telokin* mRNA to prevent its expression in the heart, and simultaneously represses a protein called Myocardin, which directly activates transcription of *Telokin*. However, when *miR-1* is absent, as in the *miR-1* double knockout mice, *Telokin* is expressed in heart muscle, along with many other genes characteristic of smooth muscle.

As well as improving our understanding of the development and functioning of the heart, these findings should shed new light on the role of microRNAs in maintaining the patterns of gene expression that characterize unique cell fates.

**DOI:** http://dx.doi.org/10.7554/eLife.01323.002

## Introduction

Cardiac gene expression is cooperatively regulated by an intertwined network of transcription factors and microRNAs (miRNAs) (Srivastava, 2006; Cordes and Srivastava, 2009). Perturbations in the activity or expression of factors within this network result in cardiac structural and functional defects in animal models and in humans. Among these, serum response factor (SRF) and Myocardin (Myocd) cooperate to directly regulate the myogenic gene program in both cardiac and smooth muscle (Treisman, 1987; Wang et al., 2001; Chen et al., 2002; Sepulveda et al., 2002 reviewed in Wang and Olson, 2004). These factors transcriptionally regulate numerous miRNAs that, in turn, regulate transcription factors to reinforce specific cellular decisions and behavior. (Kwon et al., 2005; Zhao et al., 2005; Niu et al., 2008; Cordes et al., 2009).

miRNAs are small, ∼21 nucleotide (nt), single-stranded RNAs that negatively regulate the stability and translation of mRNA transcripts. miRNAs target sequences within the 3′ UTRs of mRNA transcripts that are highly complementary to the miRNA seed sequence (nt 2–8) and have imperfect complementarity outside of the seed region (Valencia-Sanchez et al., 2006). Due to the degenerate nature of miRNA:mRNA interactions, a single miRNA may have hundreds of mRNA targets (Bartel, 2009). Often miRNAs target multiple genes in a common pathway, thereby amplifying the effect of an individual miRNA on a given biological process (Fish et al., 2008; Cordes et al., 2009).

*microRNA-1 (miR-1)* is a highly conserved miRNA and its expression is enriched specifically in cardiac and skeletal muscle. In mice, it is expressed in the heart and somites of the developing embryo during myogenic differentiation, beginning around embryonic day (E) 8.5 (Zhao et al., 2005; Liu et al., 2007). The cardiac expression of *miR-1* increases during development, with a dramatic rise in the postnatal period. RNA sequencing has revealed that *miR-1* is the most abundant miRNA in the adult mouse heart, representing up to 40% of all miRNA transcripts (Rao et al., 2009).

*miR-1* is transcribed as part of a bicistronic cluster with another striated muscle-enriched miRNA, *miR-133a*. In the genomes of most mammals, a duplication event has occurred resulting in two copies of the *miR-1/133a* locus, with *miR-1-2* and *miR-133a-1* on chromosome 18 and *miR-1-1* and *miR-133a-2* on chromosome 2 of the murine genome (Figure 1—figure supplement 1). Both precursors are transcriptionally regulated by several key myogenic transcription factors, including Myogenin, MYOD, SRF, MYOCD (Kwon et al., 2005; Zhao et al., 2005; Rao, 2006) and MEF2 (Liu et al., 2007). When processed, both the *miR-1-2* and *miR-1-1* precursors give rise to identical mature *miR-1* species, suggesting evolutionary pressure on both alleles (Figure 1—figure supplement 2). An additional miRNA cluster encoding *miR-133b* and *miR-206* is expressed uniquely in skeletal muscle, with the mature sequence of *miR-206* sharing a common seed with *miR-1*, but varying by 4 nts outside of the seed region.

Deletion of *miR-1-2* in mice (Zhao et al., 2007), which reduces the total expression of cardiac *miR-1* by roughly 50%, results in a spectrum of cardiac defects on a pure 129 background, including incompletely penetrant lethality, cardiomyocyte proliferative defects, and electrophysiological abnormalities. In flies, loss of the single *miR-1* gene results in abnormal myogenic differentiation and cell polarity defects in cardiac progenitors (Kwon et al., 2005; Sokol, 2005; King et al., 2011); however, the consequences of complete loss of *miR-1* in mammals are unknown.

In this study, we report that targeted deletion of the *miR-1-1* locus results in a phenotype similar to that described for *miR-1-2* null mice, and that the complete loss of *miR-1* is uniformly lethal before weaning due to cardiac dysfunction. We show that the loss of *miR-1* results in perinatal heart failure with myocardial sarcomeric defects, hypophosphorylation of Myosin Light Chain 2, and ectopic expression of Telokin, a smooth muscle-restricted inhibitor of Myosin Light Chain 2 phosphorylation. Furthermore, we found the SRF co-factor, MYOCD, which is critical for transcriptional activation of both the cardiac and smooth muscle gene programs in vivo (Li et al., 2003; Hoofnagle et al., 2011; Wang et al., 2001; Chen et al., 2002), is directly targeted by *miR-1*. The smooth muscle isoform of *Myocd* was preferentially upregulated in the absence of *miR-1* and likely contributed to ectopic activation of the smooth muscle gene program in the heart. Our findings reveal that *miR-1* is embedded in an SRF-dependent cardiac gene program that promotes sarcomerogenesis and myogenic differentiation, while simultaneously repressing the smooth muscle program.

## Results

### Generation and characterization of *miR-1-1* null mice

We used homologous recombination to delete one allele of the *miR-1-1* precursor in embryonic stem (ES) cells, with a floxed neomycin cassette used for positive selection. (Figure 1—figure supplement 3 and ‘Materials and methods’). Injection of targeted ES cells into blastocysts resulted in high-percentage chimeras that transmitted the targeted allele through the germline. Intercrosses of *miR-1-1* heterozygous mice revealed that approximately half of all *miR-1-1* homozygous-null mice died before weaning when bred onto a pure 129 strain, similar to *miR-1-2* null mice (Figure 1A, upper). This lethality was strain dependent, as *miR-1-1* null animals on a mixed background (129/BL6) survived at normal Mendelian ratios until weaning. (Figure 1A, lower). By quantitative RT-PCR (qPCR), we found that total cardiac *miR-1* levels were decreased in *miR-1-1* knockout animals by about 40% at postnatal day (P) 2 (Figure 1B).

**Figure 1.**
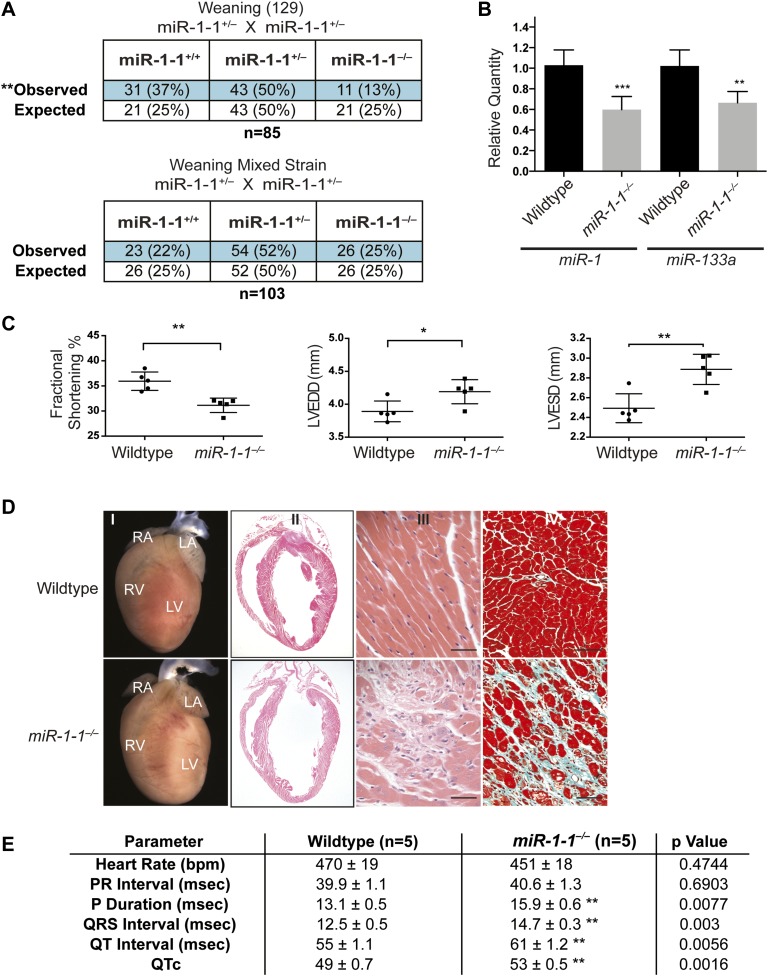
Viability and cardiac function of *miR-1-1*^*−/−*^ mice. (**A**) Genotypes of offspring generated from *miR-1-1*^*+/−*^ intercrosses on either a pure 129 background (upper) or a mixed BL6/129 strain (lower). Numbers of expected and observed genotype ratios are given for weaning-age (3-week-old) pups. (**B**) qPCR of mature *miR-1* and *miR-133a* in post-natal day 2 hearts. N = 6 per genotype. (**C**) Analyses of cardiac function by echocardiography of adult animals of indicated genotypes on a pure 129 background. N = 5 per genotype. LVEDD, left ventricular end-diastolic dimension; LVESD, left ventricular end-systolic dimension. (**D**) Adult wildtype (upper) and *miR-1-1*^*−/−*^ (lower) hearts on a pure 129 background (I). RA, right atrium; LA, left atrium; RV, right ventricle; LV, left ventricle. Hematoxylin and eosin images taken at 1.25X magnification (II); and 40X magnification; scale bar indicates 25 μm (III). Masson trichrome stain of *miR-1-1* knockout myocardium, images taken at 40X; scale bar 50 μm (IV) (**E**) Analyses of cardiac conduction by electrocardiogram (EKG) of adult animals of indicated genotypes on a pure 129 background. *p<0.05; **p<0.01; ns, not significant. **DOI:** http://dx.doi.org/10.7554/eLife.01323.003

**Figure 1—figure supplement 1.**
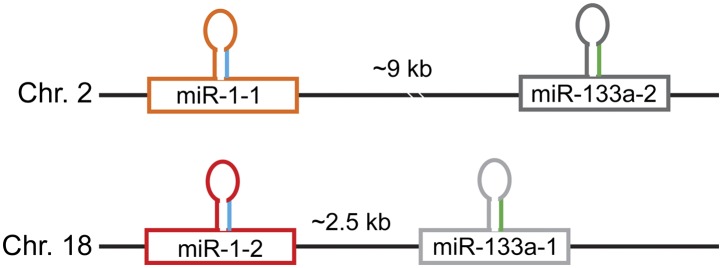
Schematic of the *miR-1/133a* genomic loci. The mature *miR-1* sequence (depicted in blue) is processed from two distinct *miR-1* precursors encoded in the murine genome, *miR-1-1* on chromosome 2 and *miR-1-2* on chromosome 18. Both *miR-1* copies are co-transcribed with *miR-133a* (mature depicted in green) with the genomic distances between the two miRNAs indicated. **DOI:** http://dx.doi.org/10.7554/eLife.01323.004

**Figure 1—figure supplement 2.**
Identical sequences of mature *miR-1-1* and *miR-1-2*. The *miR-1* seed sequences (nt 2–8) is indicated in red. **DOI:** http://dx.doi.org/10.7554/eLife.01323.005

**Figure 1—figure supplement 3.**
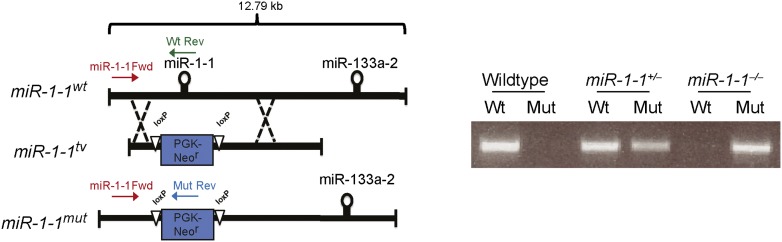
Left, targeting scheme for deletion of the *miR-1-1* locus. Location of genotyping primers indicated. Right, PCR genotyping results from *miR-1-1* wild-type, heterozygous, or homozygous knockout animals. **DOI:** http://dx.doi.org/10.7554/eLife.01323.006

**Figure 1—figure supplement 4.**
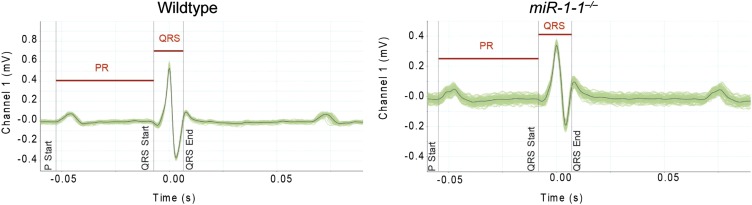
Averaged electrocardiogram tracings tracing from lead I of an adult wild-type or *miR-1-1* knockout animal on a pure 129 background. Green lines represent multiple overlaid EKG tracings with average indicated by black line. PR and QRS intervals indicated. **DOI:** http://dx.doi.org/10.7554/eLife.01323.007

**Figure 1—figure supplement 5.**
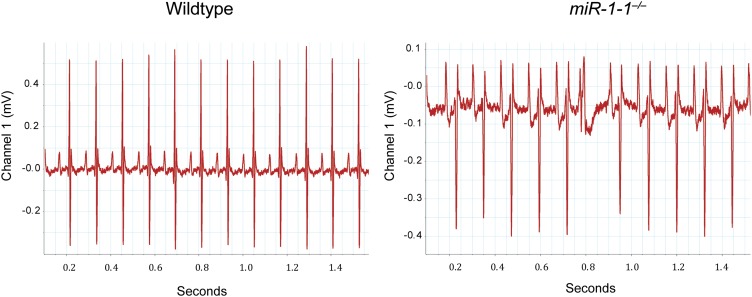
Electrocardiogram tracings of an adult wild-type or *miR-1-1* knockout animal on a pure 129 background. The *miR-1-1*^*−/−*^ tracing (right) indicates the presence of an arrhythmia not observed in the wild-type control (left). **DOI:** http://dx.doi.org/10.7554/eLife.01323.008

**Figure 1—figure supplement 6.**
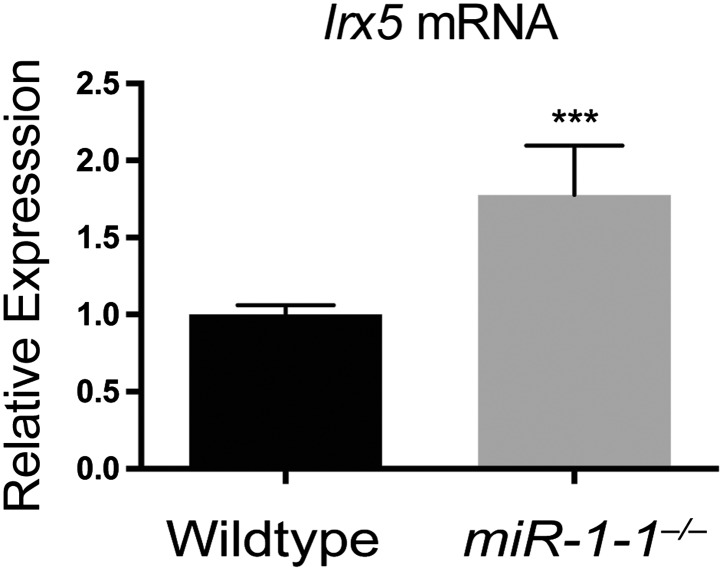
qPCR for the *miR-1* target, *Irx5,* in adult *miR-1-1*^*−/−*^ and wild-type hearts. N = 5 per genotype. **DOI:** http://dx.doi.org/10.7554/eLife.01323.009

**Figure 1—figure supplement 7.**
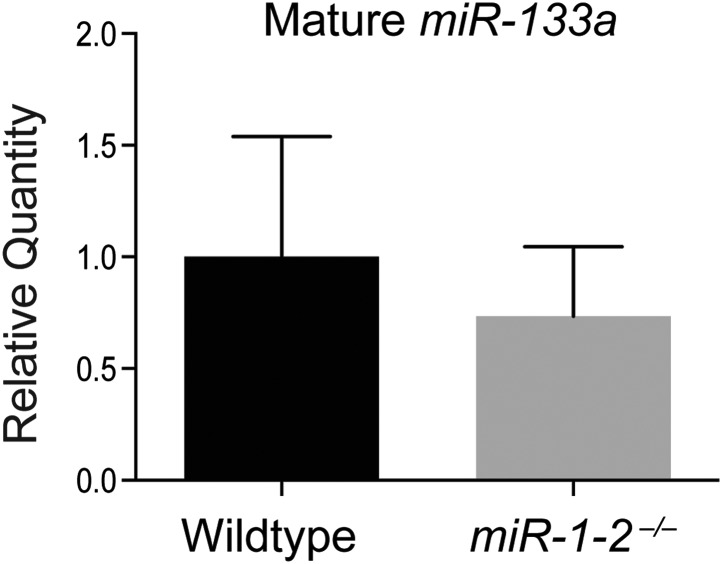
qPCR for mature *miR-133a* in adult wild-type and *miR-1-2* knockout hearts. **DOI:** http://dx.doi.org/10.7554/eLife.01323.010

To evaluate cardiac function, we performed echocardiography on adult *miR-1-1* null or wild-type littermates. We found a reduction in fractional shortening, as well as an increase in left ventricular end-diastolic and end-systolic dimension in the *miR-1-1* knockout animals, indicating ventricular dilation (Figure 1C). Mild ventricular dilation was confirmed histologically (Figure 1D I and II). Additionally, we observed areas of fibrosis in the ventricular myocardium of the *miR-1-1* knockouts (Figure 1D III and IV). Like *miR-1-2* knockouts, *miR-1-1* knockout animals exhibited subtle conduction abnormalities, including prolonged ventricular depolarization and repolarization, indicated by a broader QRS complex and longer QT interval than controls. Additionally, *miR-1-1* knockout mice showed broader P waves without alteration of the PR interval (Figure 1E, Figure 1—figure supplement 4). Intermittent atrial arrhythmias were observed in two of five knockout animals analyzed, but were not observed in wild-type animals (Figure 1—figure supplement 5). Thus, mice lacking *miR-1-1* were grossly similar to those lacking *miR-1-2*, in that they exhibited partial lethality as well as subtle conduction abnormalities.

Cardiac conduction defects in the *miR-1-2* knockout mice were at least partially ascribed to dysregulation of the *miR-1* target, *Irx5*. Similarly, we found that *Irx5* was upregulated in the *miR-1-1* knockout mice (Figure 1—figure supplement 6). *miR-1-1* knockout mice also had a partial decrease in mature *miR-133a* levels (Figure 1B). Previously, using semi-quantitative RT-PCR, the *miR-133a* precursor levels were reported to be unchanged in the *miR-1-2* knockout animals. In this study, the analysis of the mature species by qPCR revealed a slight decrease in *miR-133a* in weaning-age *miR-1-2* null hearts, although not statistically significant (Figure 1—figure supplement 7). Importantly, *miR-133a* expression was maintained at a level described to be inconsequential in previous reports (Liu et al., 2008).

### Generation and characterization of compound *miR-1* knockout mice

To investigate the consequences of complete loss of *miR-1*, we intercrossed *miR-1-1* and *miR-1-2* mutant mice (Zhao et al., 2007) to generate double-heterozygous mice in a 129/BL6 mixed background. At weaning, no lethality was observed in the double-heterozygous mice (Figure 2—figure supplement 1) similar to the *miR-1-1* knockout on a mixed background. Using gene expression microarray analyses, we found 201 genes that were dysregulated in the single knockouts or double-heterozygous mice (Figure 2—figure supplement 2). Of those, 24 genes were coordinately dysregulated in animals of all three genotypes. 

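RNA from hearts of wild-type, *miR-1-1* null and double-heterozygous mice at postnatal day 2, on a mixed 129 and BL6 background, was hybridized to Affymetrix mouse Gene ST arrays, with 3 arrays per genotype and 9 in all. The authors extracted total RNA with TRIzol, removed genomic DNA on a column and normalized all arrays by RMA, which corrects the background, makes the distribution of signals equal between arrays and summarizes the probes of a probe set by median polish. The deposited values are therefore log2 expression levels per probe set. Of 41345 probe sets, 23521 are listed for 1 gene symbol, 1814 for several and 16010 had no gene name here. Probe sets with 1 symbol were used, and of several for a gene the one with the highest mean over all arrays was kept, which left 22180 genes. The 3 genotypes were fitted together with limma, and each genotype was compared with wild-type and with the other. The number of arrays limits the precision, because with 3 against 3 an exact permutation test cannot go below p = 0.1. The *miR-1-2* null arrays that the paper set beside these come from another data set and were not analysed here. The labels give the genotype, age and background of each sample and no more of the animals, so the p-values measure the spread between these 9 samples. Correlations between arrays over all genes lay between 0.982 and 0.988. Wild-type replicate 1 and double-heterozygous replicate 7 carried *Xist*, at log2 levels of 7.74 and 8.31, and the other 7 arrays, with *Xist* at 1.22 to 1.96, expressed Y-linked genes instead, so that the sex of the pups was not balanced over the genotypes. No null array carried *Xist*, so sex and genotype are only partly separable in each comparison with null hearts.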

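Some probe sets of the *miR-1*/*miR-133a* loci separated the genotypes, and others did not separate null from double-heterozygous hearts. *Mir133a-2*, the precursor gene next to *miR-1-1*, had a log2 level of 5.82 ± 0.50 (SD, n = 3 arrays) in wild-type hearts, 3.79 ± 0.72 (SD, n = 3) in *miR-1-1* null hearts and 5.84 ± 0.50 (SD, n = 3) in double-heterozygous hearts. Its log2 fold change in the null hearts was -2.03 (standard error 0.39), with an adjusted p from limma of 0.00172 over the 7 probe sets of these loci and of 0.533 over all genes. *Mir133a-1*, the precursor gene next to *miR-1-2*, was at 5.96 ± 0.49, 5.79 ± 0.33 and 4.22 ± 0.21 in the same order, a log2 fold change of -1.74 (standard error 0.25) in double-heterozygous hearts, with an adjusted p of 0.000387 over the loci and 0.0929 over all genes, and of -0.17 in null hearts. Both genes lie outside the deleted *miR-1* sequences and do not check the deletions themselves. The 2 probe sets listed for both *Mir1a-2* and *Mir1b*, which cannot be told apart, were lower in double-heterozygous hearts by log2 fold changes of -0.88 and -1.52 (standard errors 0.16 and 0.26, adjusted p = 0.000785 over the loci for each). The *Mir1a-1* probe set was dim, at 1.78 ± 0.47, 1.10 ± 0.17 and 1.30 ± 0.33 in the same order, with the means in null and double-heterozygous hearts near background. Its log2 fold change in null hearts was -0.68 (standard error 0.24, adjusted p = 0.0424 over the loci), and the null arrays overlapped the wild-type arrays. *Mir1a-1hg*, the host transcript of *miR-1-1*, was higher in both genotypes, by 1.26 in null and 1.124 in double-heterozygous hearts on the log2 scale (standard error 0.19 for each). Its adjusted p was 0.000551 and 0.000663 over the loci and 0.432 and 0.130 over all genes. This transcript was not among the loci named in the plan. *Mib1*, whose intron holds *miR-1-2*, was at 5.85 ± 0.20, 5.85 ± 0.11 and 5.68 ± 0.14 and did not pass the test. These changes did not follow the number of intact alleles. In double-heterozygous hearts, with 1 allele of each locus intact, *Mir133a-2* stood at 1.02 times wild-type, *Mir133a-1* at 0.30 times and *Mir1a-1hg* at 2.18 times. In null hearts *Mir1a-1hg* stood at 2.39 times wild-type. The cause was not tested. Where the arrays of the compared groups did not overlap, the exact two-sided permutation test gave p = 0.1, the smallest it allows.

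**Figure D1:**
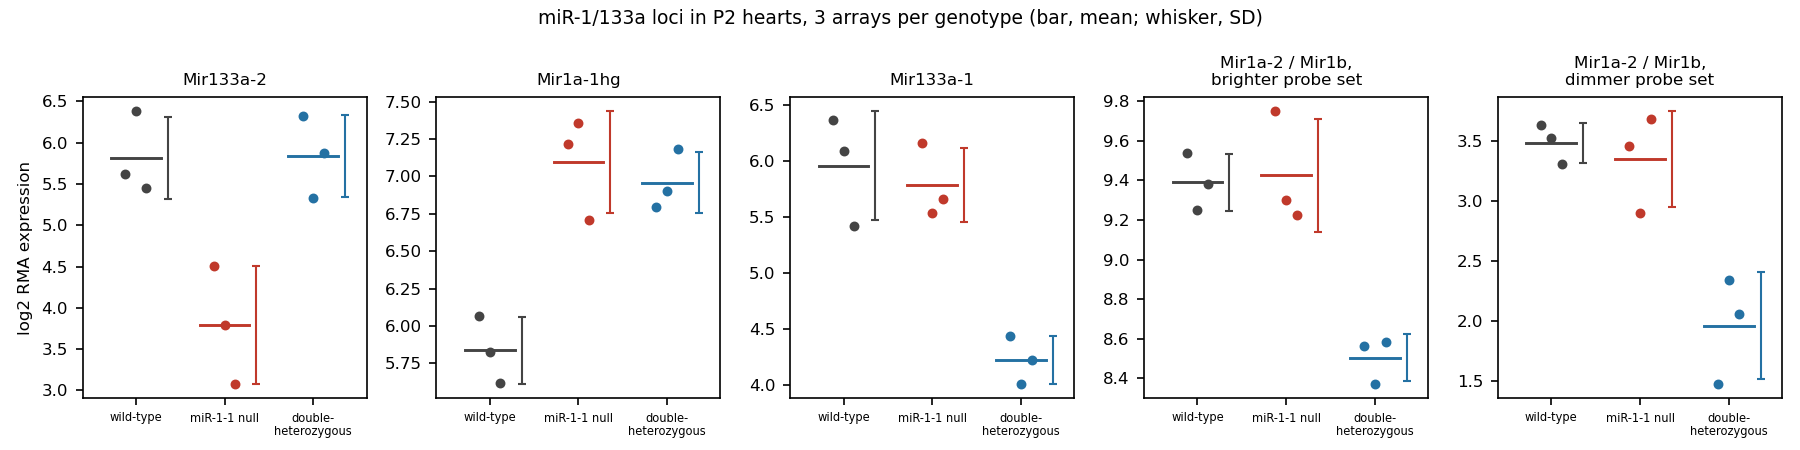
Log2 RMA expression (vertical axis, with a scale of its own in each panel) of 5 probe sets of the *miR-1*/*miR-133a* loci in each of the 9 arrays by genotype, with the mean as a bar and the SD as a whisker. The null arrays lie at 3.07 to 4.51 for *Mir133a-2* and the double-heterozygous arrays at 4.00 to 4.43 for *Mir133a-1*, below the other arrays of the panel.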

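Muscle genes were among those that met the study's thresholds in both genotypes. *Cnn1*, an actin-binding protein of smooth muscle, met the study's thresholds in both with log2 fold changes of 1.41 in *miR-1-1* null and 1.52 in double-heterozygous hearts (standard error 0.31 for each). *Myl9*, a smooth muscle myosin light chain, was at 0.79 and 0.74 (standard error 0.14). *Xirp2*, an actin-binding protein of striated muscle, stood at -1.30 and -1.28 (standard error 0.26) and *Trim72*, which takes part in membrane repair in striated muscle, at -1.18 and -1.15 (standard error 0.20). *Mid1*, an E3 ubiquitin ligase, was at -1.10 and -1.29 (standard error 0.22). Of 24 measured smooth muscle genes, 4 were higher and 0 lower in null hearts when adjusted over the list alone with limma, *Cnn1*, *Myl9*, *Acta2* (0.78) and *Csrp2* (0.39), and 0 passed over all genes. *Cald1*, an actin-binding regulator of contraction, stood at -0.35 in null hearts (standard error 0.12, adjusted p = 0.0750 over the list alone), with each null array below each wild-type array, and at -0.11 in double-heterozygous hearts. Of the list 3 were higher in double-heterozygous hearts when adjusted over the list alone, *Cnn1*, *Myl9* and *Acta2* (0.73, and 0.47 without wild-type replicate 3). Another 2 were lower, *Mylk* (-0.27) and *Vcl* (-0.32). For *Mylk* 1 value stands for the gene, so Telokin and the other products that the paper assigns to this locus are not told apart. The list as a whole was higher in null hearts, with a mean log2 fold change of 0.18 and 17 of 24 members above 0 (camera, adjusted p = 0.0102; adjusted p = 0.609 with an estimated correlation). With 1 array left out at a time this mean ran from 0.14 to 0.26, and the list did not pass without replicate 2, 3 or 6. In double-heterozygous hearts its mean was 0.17 and its adjusted p 0.0550 (0.581 with an estimated correlation). There it passed after cyclic loess normalization, chosen after seeing the data (mean 0.24, adjusted p = 0.00485), and among the genes at or above the median level (mean 0.17, adjusted p = 0.00385).

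**Figure D2:**
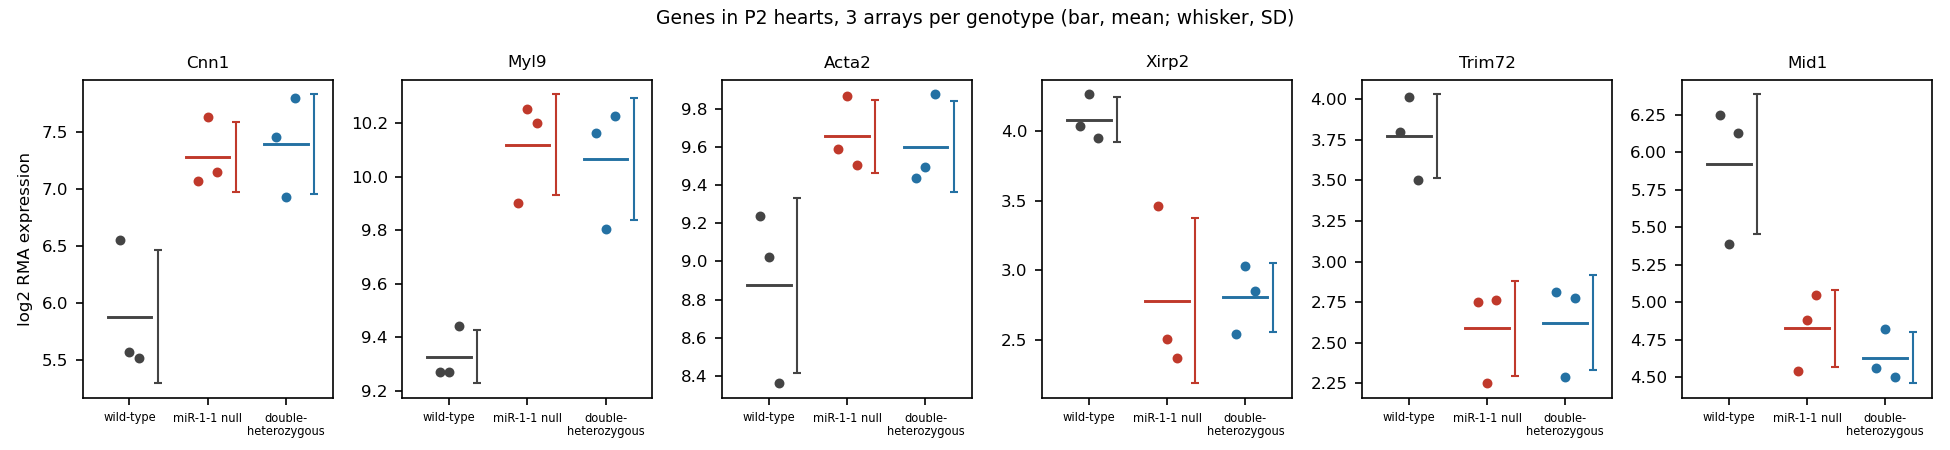
Log2 RMA expression (vertical axis, with a scale of its own in each panel) of *Cnn1*, *Myl9*, *Acta2*, *Xirp2*, *Trim72* and *Mid1* in each of the 9 arrays by genotype, with the mean as a bar and the SD as a whisker. Each wild-type array of *Acta2* lies below the arrays of the other genotypes, at mean levels of 8.87, 9.66 and 9.60 in wild-type, null and double-heterozygous hearts.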

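In *miR-1-1* null hearts, 5 other lists of the 24 passed the same test. Of 16 atrial genes 12 were above 0, with a mean log2 fold change of 0.16 (adjusted p = 0.00247; 0.471 with an estimated correlation), and *Clu* (0.53) and *Pam* (0.38) were higher when adjusted over the list alone. Of 26 reported *miR-1* targets 20 were above 0, with a mean of 0.094 (adjusted p = 0.0284; 0.471 with an estimated correlation). The 85 measured genes of the paper's predicted consensus targets showed no such shift, with 44 above and 41 below 0 and a mean of 0.013 (camera, adjusted p = 0.427). In double-heterozygous hearts the mean of the reported targets was -0.013 (camera, adjusted p = 0.984). In limma 0 of the reported targets passed in null hearts when adjusted over the list alone (1 higher and 1 lower at an unadjusted p under 0.05). Among them *Gja1*, the main ventricular gap junction protein, was at 0.38. Cell cycle genes had a mean of -0.18, with 23 of 28 below 0 (adjusted p = 0.0102; 0.625 with an estimated correlation) and *Ccna2* (-0.51) and *Rrm2* (-0.55) among them. The mean of this list was -0.035 without null replicate 4, -0.042 without wild-type replicate 3 and -0.099 without wild-type replicate 1, and it did not pass the test in these runs. It was -0.41 without wild-type replicate 2 and -0.31 without null replicate 6. Of 60 oxidative phosphorylation genes 48 were below 0, with a mean of -0.047 (adjusted p = 0.0284; 0.471 with an estimated correlation), and of 24 fatty acid oxidation genes 20 were below 0, with a mean of -0.10 (adjusted p = 0.0342; 0.609 with an estimated correlation). When each array was left out in turn, the mean of the atrial list ran from 0.11 to 0.21 and the list did not pass without replicate 6. The mean of the reported targets ran from 0.057 to 0.12 (not passed without replicate 2, 3 or 6), that of oxidative phosphorylation genes from -0.060 to -0.038 (not passed without replicate 2, 3, 4 or 6) and that of fatty acid oxidation genes from -0.14 to -0.061 (not passed without replicate 1, 2, 5 or 6). Oxidative phosphorylation genes did not pass with the level of the Y-linked gene *Eif2s3y* as a covariate, chosen after seeing the data (adjusted p = 0.0793), nor fatty acid oxidation genes among the genes at or above the median level (adjusted p = 0.0635). With the same covariate immediate early genes passed, with a mean of 0.13 (adjusted p = 0.0234) against 0.056 without it (adjusted p = 0.355). Other genes that met the study's thresholds in null hearts were *Dcpp1* (1.97), *Fthl17f* (0.97) and *Dcun1d3* (0.79) among the higher and *Ckmt2*, the mitochondrial creatine kinase of striated muscle (-1.20), *Ccl2*, a chemokine (-1.18), *Csf2rb*, a cytokine receptor subunit (-1.16), and *Psmb9*, a subunit of the immunoproteasome (-1.11), among the lower.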

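In double-heterozygous hearts, fatty acid oxidation genes were lower, with 23 of 24 below 0 and a mean log2 fold change of -0.28 (adjusted p = 1.75e-06; 0.549 with an estimated correlation). *Pdk4*, a kinase that inhibits pyruvate dehydrogenase (-0.72), passed when adjusted over the list alone, while *Hadhb* (-0.82), a subunit of the mitochondrial trifunctional protein, and *Ppargc1a* (-0.68), a coactivator of mitochondrial genes, did not. *Ppargc1a* stood at -0.38 without wild-type replicate 1, in which brown fat genes lay 0.30 above their mean over all arrays. Macrophage and leukocyte genes had a mean of -0.25 with 20 of 22 below 0 (adjusted p = 0.00222), extracellular matrix and fibroblast genes -0.16 with 17 of 23 (adjusted p = 0.0135), cardiac sarcomere genes -0.17 with 20 of 29 (adjusted p = 0.0375) and cardiac ion channel and conduction genes -0.13 with 24 of 30 (adjusted p = 0.0436). With an estimated correlation these 4 lists also had an adjusted p of 0.549. Brighter genes were lower in general in these hearts, with a median log2 fold change of -0.099 and 25.7% above 0 at log2 levels from 5 to 7, against 0.028 and 57.0% at levels under 2. After cyclic loess normalization fatty acid oxidation and macrophage and leukocyte genes passed among the lower lists, and extracellular matrix and fibroblast genes (mean -0.091, adjusted p = 0.187), cardiac sarcomere genes (mean -0.12, adjusted p = 0.225) and cardiac ion channel and conduction genes (mean -0.074, adjusted p = 0.271) did not. The same 3 lists did not pass among the genes at or above the median level (adjusted p = 0.160, 0.406 and 0.393), and the last did not with the covariate *Eif2s3y* (adjusted p = 0.0506). With 1 array left out at a time, fatty acid oxidation genes passed in all 9 runs. The means of the others ran from -0.29 to -0.19 for macrophage and leukocyte genes (not passed without replicate 2), -0.20 to -0.11 for extracellular matrix and fibroblast genes (replicate 1 or 9), -0.18 to -0.15 for cardiac sarcomere genes (replicate 1, 2, 3, 7 or 9) and -0.18 to -0.095 for cardiac ion channel and conduction genes (replicate 1, 2, 7 or 9). Members lower when adjusted over their list alone were *Mrc1*, a macrophage receptor (-0.50), *Tcf21*, a fibroblast transcription factor (-0.55), *Loxl1*, which cross-links elastin (-0.53), and *Tcap*, a Z-disc protein (-0.54), while *Lyz1* was higher (0.74), from a wild-type mean of 1.58 near background. Cell cycle genes were higher, with a mean of 0.15 and 23 of 28 above 0 (adjusted p = 0.0224; 0.738 with an estimated correlation), but without wild-type replicate 2 their mean was -0.078, and they did not pass without replicate 8 or 9 either (means 0.13 and 0.12). Genes that met the study's thresholds included *Oog1* (1.85), *Sprr2e* (1.68) and *Ces1d*, a carboxylesterase (0.87, from a wild-type mean of 1.60 near background), among the higher and *Scd4*, a fatty acid desaturase (-1.13), *Irgm2*, an interferon-induced GTPase (-1.12), and *Lgals3bp* (-1.08) among the lower.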

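Of the genes that the figure supplement of the paper names, 22 were analysed here, 8 drawn as higher and 14 drawn as lower than wild-type. In *miR-1-1* null hearts 20 of the 22 and in double-heterozygous hearts 19 lay on the drawn side of 0, and 17 did so in both, 6 of the 8 drawn higher and 11 of the 14 drawn lower. *Trim54*, a muscle ubiquitin ligase of the sarcomere, had log2 fold changes of -0.90 and -0.61 (standard error 0.25) in null and double-heterozygous hearts. *Art1*, an ADP-ribosyltransferase of muscle, was at -0.59 and -0.43 (standard error 0.16), *Jpt2* at -0.77 and -0.41 (standard error 0.21) and *Asb5* at -0.60 and -0.11 (standard error 0.20). The null arrays of *Asb5* spread from a log2 level of 2.43 in replicate 6 to 3.36 in replicate 5, against a wild-type mean of 3.53. Among the genes drawn higher, *Bex4* was at 0.40 and 0.71 (standard error 0.25), and *Hnmt*, which inactivates histamine, at 0.36 and 0.56 (standard error 0.17). *Aldh1b1*, a mitochondrial aldehyde dehydrogenase, was at 0.27 and 0.34 (standard error 0.10). The null arrays of *Bex4* lay at log2 levels of 5.51, 5.51 and, in replicate 6, 6.05, against a wild-type mean of 5.29. *Slc26a10* was at -0.82 and -0.22 (standard error 0.15), and *Rab26os*, drawn lower, at -0.998 and 0.035 (standard error 0.20). At an unadjusted p under 0.05 and on the drawn side were 10 genes in null hearts, 7 in double-heterozygous hearts and 4 in both. In limma 0 of the 22 met the study's thresholds in either genotype and 0 had an adjusted p under 0.05. With a fold of 1.5 in both directions *Slc26a10* and *Rab26os* passed in null hearts. The study chose the list partly on these samples and its names were read from a picture, so the tally is not independent evidence of a direction and no test of the list was made.

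**Figure D3:**
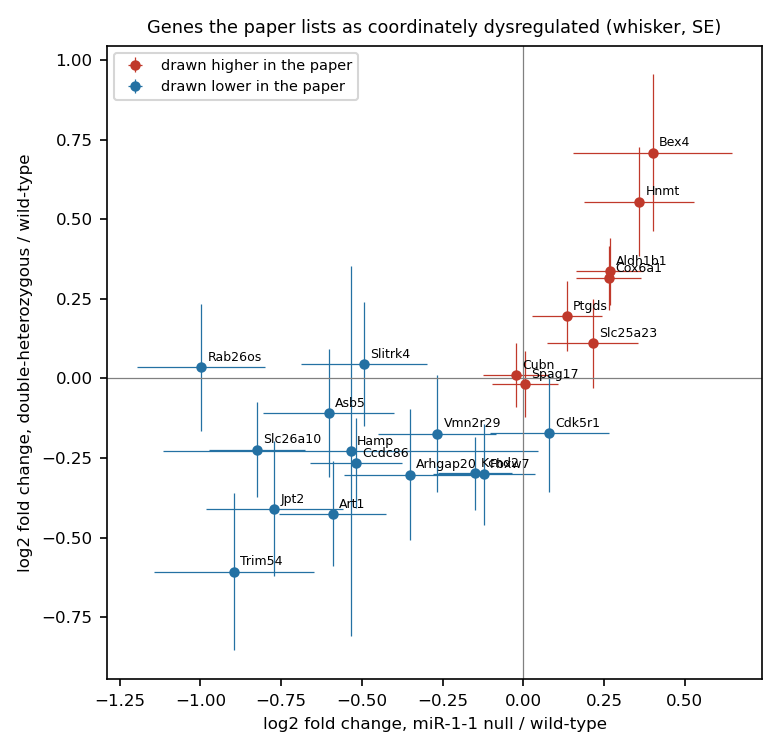
Log2 fold change against wild-type in *miR-1-1* null hearts (horizontal axis) and in double-heterozygous hearts (vertical axis) of the 22 measured genes, with the standard error as whiskers and the direction drawn in the paper by colour. The 11 genes drawn lower and below 0 in both lie at the bottom left, and *Rab26os* lies farthest to the left, close to 0 on the vertical axis.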

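Of the 136 genes that met the study's thresholds in *miR-1-1* null or double-heterozygous hearts, 122 (89.7%) had log2 fold changes of the same sign in both, and 14 had opposite signs. This held for 27 of the 28 genes of the null hearts and for 107 of the 120 genes of the double-heterozygous hearts. The thresholds were met in both genotypes and in the same direction by 12 genes, 8 higher and 4 lower. Besides *Cnn1*, *Myl9*, *Xirp2*, *Trim72* and *Mid1* these included *Lyz1*, a lysozyme gene (0.76 in null hearts, from a wild-type level near background and with 3 equal null values), *Mpp7* (0.66 in null and 0.59 in double-heterozygous hearts), *Pcdhb6*, a protocadherin (0.61 and 0.73), and *Rpph1*, the RNA component of ribonuclease P (1.66 and 1.48). Both comparisons use the same wild-type arrays, which alone gives fold changes of like sign. In 100 simulations of unchanged groups against shared controls, the share of the same sign was 92.9% on average, from 82.6% to 100%. Those shares rest on 28.75 genes in either group on average, from 13 to 42, against the 136 here. The observed share lay within the simulated range. Shorter lists widen that range, so it cannot decide how much of the observed share comes from shared controls. The simulated lists held 15.4 and 15.5 genes on average, against 28 and 120 here, and shared 1.94 higher and 0.240 lower genes on average, at most 6 and 2. Since they are shorter than the observed lists, the 8 and 4 shared genes cannot be measured against these counts. Independent lists of the observed sizes would share 0.0893 and 0.00451, but these lists rest on the same wild-type arrays, so that baseline does not apply. Over all 22180 genes the fold changes had a correlation of 0.555 against a simulated 0.500 (at most 0.525), and a covariance of 0.0271 against a simulated 0.0137 (at most 0.0147). The share of all genes with the same sign was 68.3%, against 66.7% and at most 67.8% in the simulations. Without null replicate 5 the correlation was 0.418, below the simulated 0.426 to 0.470 with the same array left out. Without wild-type replicate 1 it was 0.616, within the simulated 0.580 to 0.623, and without each of the other 7 arrays it lay above the simulated range. The share of all genes lay below the simulated range without replicate 1 or 2, and within it without replicate 3 or 5. The covariance exceeded the simulated range in all 9 runs, with 0.0215 against at most 0.0150 without replicate 5. These are values across genes, which are not independent replicates. The simulated genes varied independently, while real genes vary together, with an estimated correlation of 0.70 among cell cycle genes. The simulated ranges are therefore too narrow, and a value beyond them does not by itself show an excess. The 3 wild-type arrays were not split between the comparisons, so part of the covariance above the simulated one could come from them.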

The majority of genes (195/201) were similarly altered between the double heterozygotes and at least one of the single knockouts. There were, however, some differences in gene expression between these groups, which may suggest minor functional differences of the *miR-1* loci.

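Between double-heterozygous and *miR-1-1* null hearts, 4 of the 7 probe sets of the loci passed the test over the loci and 3 did not. *Mir133a-2* was higher in double-heterozygous hearts, with a log2 fold change of 2.05 (standard error 0.39, adjusted p = 0.00106 over the loci from limma), and *Mir133a-1* was lower, with -1.57 (standard error 0.25, adjusted p = 0.000877). The 2 probe sets listed for *Mir1a-2* and *Mir1b* stood at -0.92 and -1.38 (adjusted p = 0.00106 and 0.00122). *Mir1a-1* (0.20, standard error 0.24), at the locus that is deleted on both alleles in 1 genotype, its host transcript *Mir1a-1hg* (-0.14, standard error 0.19) and *Mib1* (-0.16, standard error 0.13) did not pass (adjusted p = 0.489, 0.489 and 0.319 over the loci). The *Mir1a-1* probe set was near background in both genotypes. Of all genes, 67 met the study's thresholds in this direct comparison, 65 higher and 2 lower in double-heterozygous hearts, and 21 of the 65 were among the 1394 olfactory and vomeronasal receptor genes of the 22180 tested. Neither genotype is a control here, and the unequal folds make the count depend on the direction. With null hearts set against double-heterozygous hearts instead 32 genes met the thresholds, and with a fold of 1.5 in both directions 65 were higher and 8 lower. At an unadjusted p under 0.0025 alone 86 of 118 were higher. Named genes were 24 of the higher and 1 of the lower ones, among them *Speer8-ps1* (1.47), *Sprr2e* (1.11), *Clrn2* (1.04), *Ces3a* (0.87), *Prm1*, a sperm protamine (0.84), *Zfp109* (0.72) and *Ddx5*, an RNA helicase (0.69), with higher values in double-heterozygous hearts, and *Stfa3* (-1.41) with a lower one. In null hearts *Speer8-ps1* and *Ces3a* were near background, at mean log2 levels of 1.35 and 1.62. *Rab26os*, which the paper lists as coordinately dysregulated, differed by 1.03 (standard error 0.20) and met these thresholds too. Of 28 cell cycle genes 27 were higher in double-heterozygous hearts, with a mean log2 fold change of 0.33 (camera, adjusted p = 2.33e-08; 0.397 with an estimated correlation). This list passed in all 9 runs without 1 array, with a mean of 0.18 without null replicate 4, which lay low for these genes, and up to 0.46 without null replicate 6. Another 7 lists were lower, cardiac ion channel and conduction genes with a mean of -0.16 and 25 of 30 below 0 (adjusted p = 0.000136), fatty acid oxidation genes -0.17 (adjusted p = 0.00136), immediate early genes -0.19 and macrophage and leukocyte genes -0.23 (adjusted p = 0.00795 for each), reported *miR-1* targets -0.11 (adjusted p = 0.0189), atrial genes -0.15 (adjusted p = 0.0285) and ventricular genes -0.13 (adjusted p = 0.0493). With an estimated correlation the adjusted p of these lists was 0.353 or 0.397. Cardiac ion channel and conduction genes passed in all 9 runs without 1 array. The means of the other 6 ran from -0.22 to -0.14 for fatty acid oxidation genes (not passed without replicate 4), -0.29 to -0.12 for immediate early genes (replicate 6, 8 or 9), -0.29 to -0.15 for macrophage and leukocyte genes (replicate 4 or 8), -0.13 to -0.078 for reported targets (replicate 6 or 8), -0.18 to -0.11 for atrial genes (replicate 5, 6 or 8) and -0.17 to -0.099 for ventricular genes (replicate 2, 4, 6, 7, 8 or 9). Reported targets, atrial and ventricular genes did not pass after cyclic loess normalization (adjusted p = 0.197, 0.138 and 0.226) or among the genes at or above the median level (adjusted p = 0.193, 0.207 and 0.260). Immediate early genes did not pass in the latter (adjusted p = 0.0692), nor atrial genes with the covariate *Eif2s3y* (adjusted p = 0.0628). Extracellular matrix and fibroblast genes passed with that covariate, with a mean of -0.15 (adjusted p = 0.0111) against -0.11 without it (adjusted p = 0.0598). In limma 0 genes passed an adjusted p of 0.05 over all genes (1638 genes had an unadjusted p under 0.05, and 0 passed with an unpaired t-test per gene). From differences in expression between these groups, the paper proposes minor functional differences of the *miR-1* loci.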

Double-heterozygous mice were subsequently intercrossed to generate knockout animals with only a single intact allele (*miR-1-1*^−/−^: *miR-1-2*^+/−^ and *miR-1-1*^+/−^: *miR-1-2*^−/−^). Most of these mice were viable and fertile on the mixed background, though mice lacking both the copies of *miR-1-2* were under-represented at weaning (Figure 2—figure supplement 3), indicating some difference in the compensatory ability of the two loci.

Single-allele mice (¾ alleles knocked-out) were intercrossed to generate mice completely lacking *miR-1*. *miR-1* compound-null mice on a mixed background were born at slightly less than Mendelian ratios and were of normal birth weight (Figure 2A, Figure 2—figure supplements 4 and 5). Roughly a quarter of the double-knockout animals died very soon after birth. In a subset of these animals, we observed ventricular septal defects (VSDs) and misalignment of the aorta over the ventricular septum (overriding aorta), likely accounting for their lethality (Figure 2—figure supplement 6). Surviving *miR-1* double-knockouts failed to thrive post-natally, with no double-knockout animals surviving beyond P10 (Figure 2B, Figure 2—figure supplement 5). Examination of surviving *miR-1* double-knockouts revealed expansion of the superior portion of the right ventricle (conus) and enlargement of the atria, when compared to wild-type mice beginning at P0 (Figure 2C, asterisk). By P4, and more extensively by P10, the dilation of all cardiac chambers was observed, with a particularly notable enlargement of the right atria. Echocardiography revealed severely impaired fractional shortening by P2 (Figure 2D and E) with poor systolic function. Frequent ventricular thrombi were observed by P4, consistent with impaired cardiac function in these animals (Figure 2C). Functional analysis of the conduction system by electrocardiogram (EKG) revealed a spectrum of abnormalities, including a prolonged QRS complex, and prolonged PR and QT intervals (Figure 2F, Figure 2—figure supplement 7). The presence of frequent sinus pauses was observed in all knockout animals analyzed (Figure 2—figure supplement 8). These morphological, functional, and electrophysiological data indicate that the postnatal lethality in *miR-1* knockout animals is due to cardiac dysfunction.

**Figure 2.**
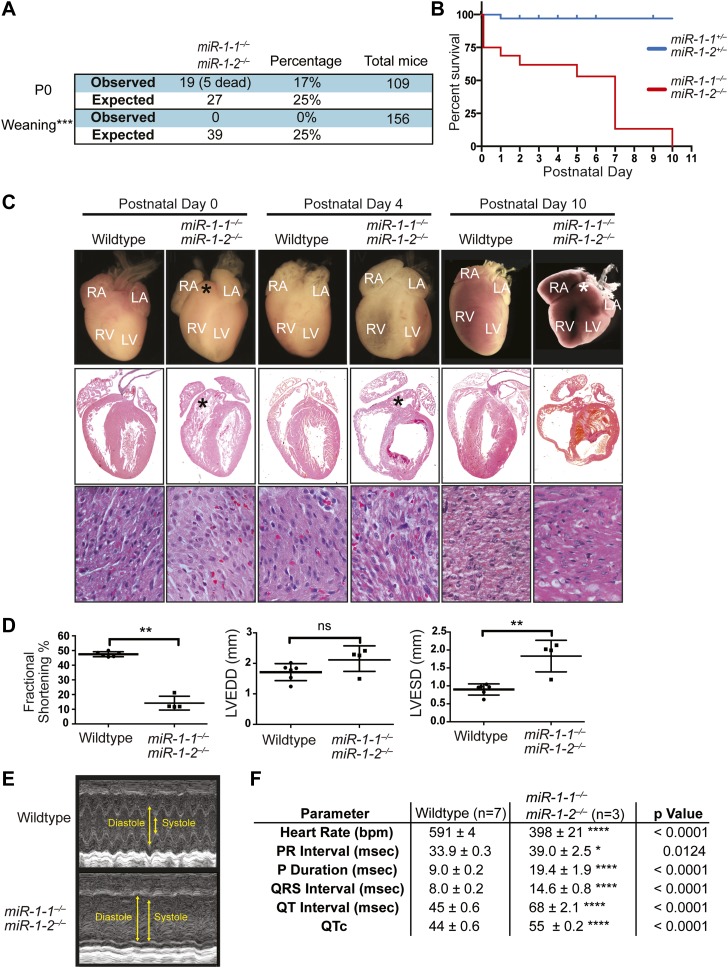
Compound *miR-1* knockout mice exhibit lethality due to a spectrum of cardiac defects. (**A**) Genotypes of offspring generated from *miR-1-1*^*−/+*^:*miR-1-2*^*−/−*^ X *miR-1-1*^*−/−*^: and *miR-1-2*^*+/−*^ intercrosses on a mixed BL6/129 background. Numbers of expected and observed genotype ratios are given for post-natal day 0 (P0) and weaning-age (3-week-old) pups. (**B**) Kaplan-Meier survival curve of *miR-1* double-knockout animals and double-heterozygous littermates. (**C**) Abnormal cardiac morphology in postnatal *miR-1* double-knockout mice includes an elongated outflow tract, as evidenced by bulging of the conus at P0 (asterisk). By P4, chamber dilation and thinning of the myocardium was apparent and ventricular clots were commonly observed. RA, right atrium; LA, left atrium; RV, right ventricle; LV, left ventricle. Middle panel images taken at 1.25X magnification; lower panel images taken at 40X magnification. (**D**) Echocardiography showed abnormal cardiac function in P2 *miR-1* null compared to wild-type animals. N = 7 for wild-type mice and N = 4 for *miR-1* null mice. LVEDD, left ventricular end-diastolic dimension; LVESD, left ventricular end-systolic dimension. (**E**) Representative M-mode image by echocardiography indicating diastolic and systolic dimensions. (**F**) Electrocardiographic analysis revealed conduction abnormalities in *miR-1* double-knockout animals by P2, including a decreased heart rate and elongated QRS relative to wild-type controls. *p<0.05; **p<0.01; ***p<0.001;****p<0.0001; ns, not significant. **DOI:** http://dx.doi.org/10.7554/eLife.01323.011

**Figure 2—figure supplement 1.**
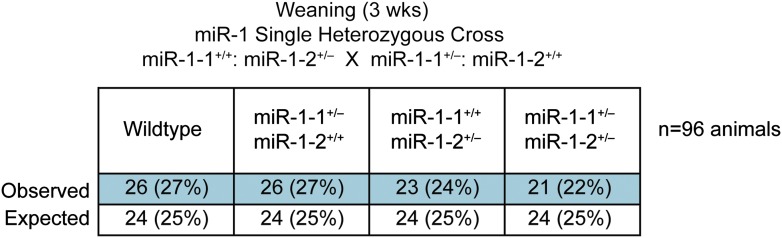
Genotypes of offspring generated from *miR-1-1*^*+/−*^: *miR-1-2*^*+/+*^ X *miR-1-1*^*+/+*^: and *miR-1-2*^*+/−*^ intercrosses on a mixed BL6/129 background. Numbers of expected and observed genotypes are given for weaning-age (3-week-old) pups. **DOI:** http://dx.doi.org/10.7554/eLife.01323.012

**Figure 2—figure supplement 2.**
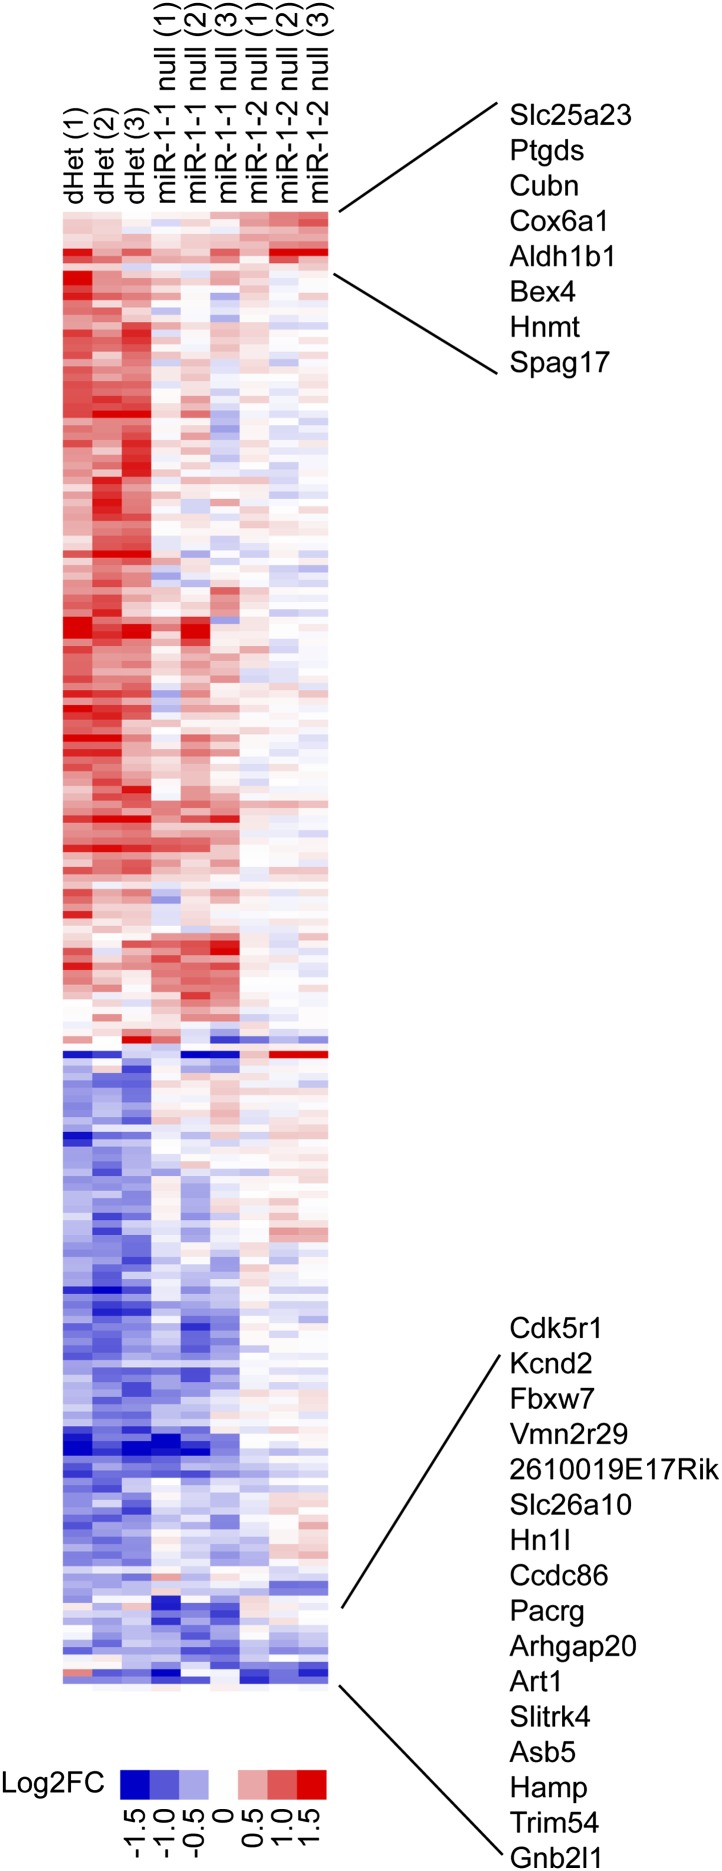
Cluster analysis of relative gene expression changes in *miR-1-1*^*−/−*^ and *miR-1-2*^*−/−*^ single knockout and *miR-1-1*^*+/−*^:*miR-1-2*^*+/−*^ double-heterozygous hearts. Data presented as Log2 of the fold change compared to averaged wild-type controls. Genes that were coordinately regulated among all three genotypes are indicated. N = 3 per genotype. **DOI:** http://dx.doi.org/10.7554/eLife.01323.013

**Figure 2—figure supplement 3.**
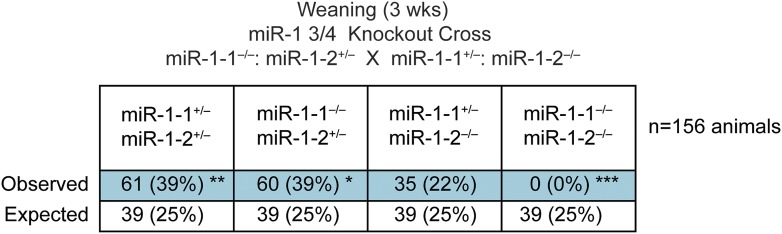
Genotypes of offspring generated from *miR-1-1*^*−/−*^: *miR-1-2*^*+/−*^ X *miR-1-1*^*+/−*^: *miR-1-2*^*−/−*^ intercrosses on a mixed BL6/129 background at weaning. Numbers of expected and observed genotypes are given for weaning-age (3-week-old) pups. **DOI:** http://dx.doi.org/10.7554/eLife.01323.014

**Figure 2—figure supplement 4.**
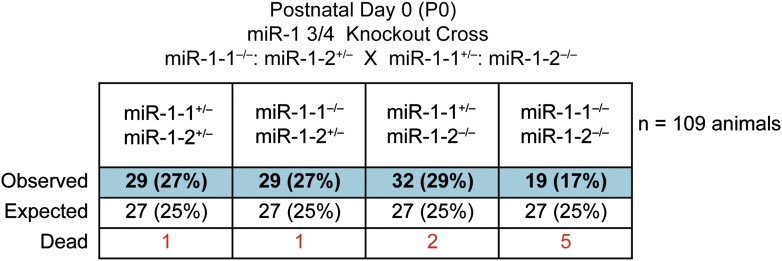
Genotypes of offspring generated from *miR-1-1*^*−/−*^: *miR-1-2*^*+/−*^ X *miR-1-1*^*+/−*^; and *miR-1-2*^*−/−*^ intercrosses on a mixed BL6/129 background at birth. Numbers of expected and observed genotypes are given for postnatal day 0 pups. Animals discovered dead at birth are indicated. **DOI:** http://dx.doi.org/10.7554/eLife.01323.015

**Figure 2—figure supplement 5.**
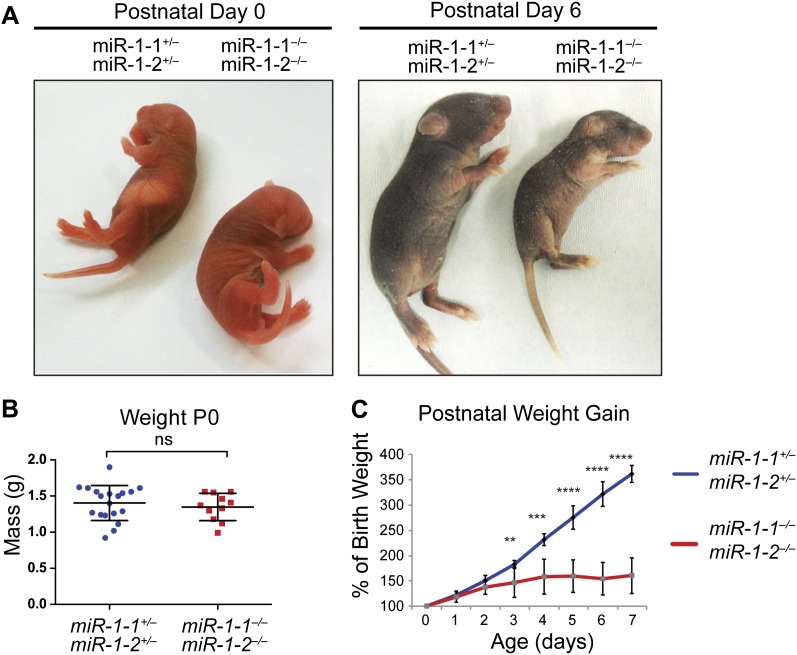
*miR-1* double-knockouts fail to thrive. (**A**) Images of *miR-1* knockout animals and double-heterozygous littermates at indicated ages. (**B**) Mass of P0 double-knockout animals (n = 11) or double-heterozygous littermates (n = 19). (**C**) Post-natal weight gain as a percentage of birth weight of *miR-1* double-knockouts or double-heterozygous littermates. **DOI:** http://dx.doi.org/10.7554/eLife.01323.016

**Figure 2—figure supplement 6.**
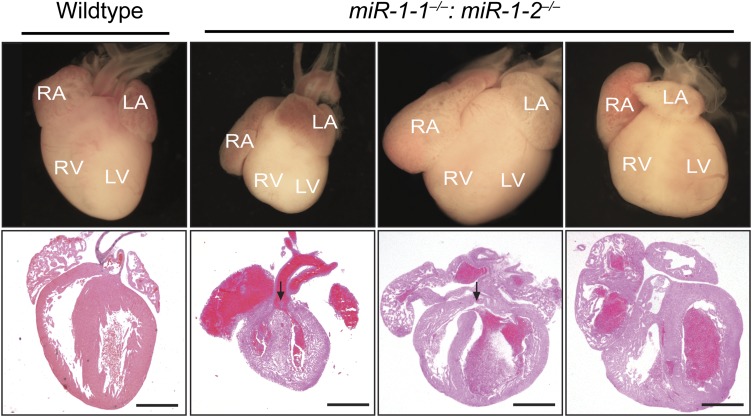
Abnormal cardiac morphology in *miR-1* double-knockouts found dead at birth compared to wild-type control. A subset of *miR-1* null mice found dead at birth had ventricular septal defects (arrows). All animals displayed dilated atria. RA, right atrium; LA, left atrium; RV, right ventricle; LV, left ventricle. **DOI:** http://dx.doi.org/10.7554/eLife.01323.017

**Figure 2—figure supplement 7.**
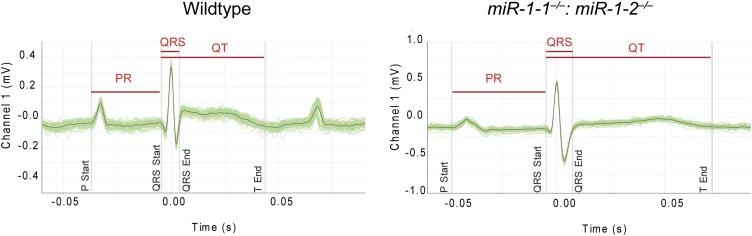
Averaged electrocardiogram tracings from lead I of P2 *miR-1* null (right) or wild-type (left) mice. Green lines represent multiple overlaid EKG tracings with average indicated by black line. PR, QRS and QT intervals indicated. **DOI:** http://dx.doi.org/10.7554/eLife.01323.018

**Figure 2—figure supplement 8.**
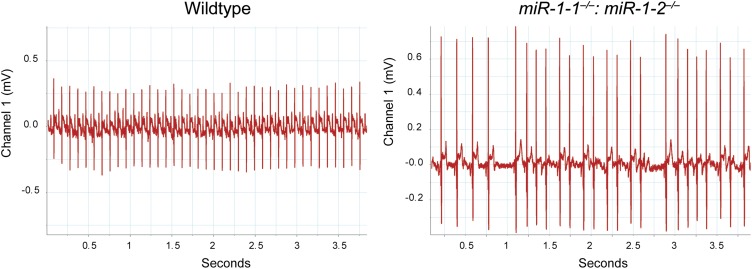
Electrocardiogram tracings of a postnatal wild-type or *miR-1* null animal on a mixed background. The *miR-1* null tracing (right) indicates the presence of multiple arrhythmias not observed in the wild-type control (left). **DOI:** http://dx.doi.org/10.7554/eLife.01323.019

**Figure 2—figure supplement 9.**
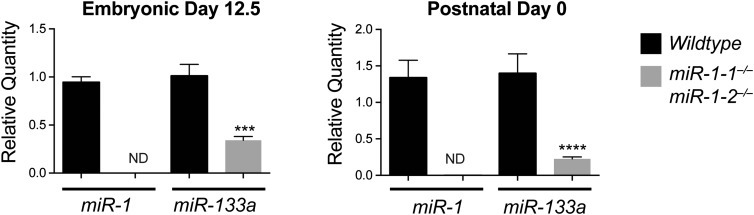
*Left,* qPCR of mature *miR-1* or *miR-133a* in E12.5 wild-type or *miR-1* null hearts (n = 3 per genotype). *Right*, mature miRNA expression in P0 wild-type or *miR-1* null hearts (n = 5 per genotype). ND = not detected. **DOI:** http://dx.doi.org/10.7554/eLife.01323.020

**Figure 2—figure supplement 10.**
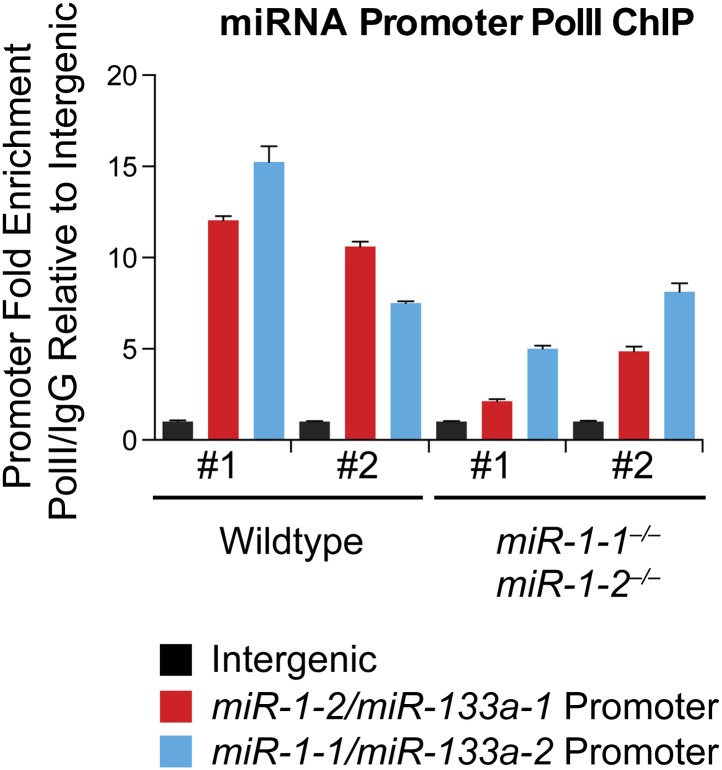
qPCR to detect the *miR-1-2/133a-1* or *miR-1-1/133a-2* promoter sequences, or an intergenic genomic sequence, following chromatin immunoprecipitation (ChIP) of RNA polymerase II (RNA Pol II) in P2 wild-type or *miR-1* null hearts. **DOI:** http://dx.doi.org/10.7554/eLife.01323.021

qPCR confirmed that *miR-1* was not detectable in hearts of *miR-1* compound-null mice. Notably, *miR-133a* expression was decreased in *miR-1* double-knockout animals with the dysregulation of *miR-133a* becoming more pronounced with age as the locus normally becomes more actively transcribed (Figure 2—figure supplement 9). As *miR-1* lies transcriptionally upstream of *miR-133a*, we cannot exclude the possibility that the decrease in *miR-133a* expression is in part due to impaired transcriptional read-through downstream of the *miR-1* targeting event. However, chromatin immunoprecipitation revealed reduced RNA polymerase II (Pol II) occupancy at the *miR-1-1/miR-133a-2,* and *miR-1-2/miR-133a-1* promoters in P2 *miR-1* double-knockout mouse hearts, suggesting that transcriptional initiation of these loci is reduced secondary to loss of *miR-1* expression (Figure 2—figure supplement 10). This suggests a feedback mechanism whereby *miR-1* maintains appropriate expression of the *miR*-*1/133a* loci.

### Cardiomyocytes lacking *miR-1* show sarcomeric defects

Given the relatively normal cardiac morphogenesis in surviving *miR-1* knockouts, we hypothesized that their impaired cardiac contractility was due to a primary myocardial defect. In agreement, transmission electron microscopy of ventricular tissue revealed the areas of extensive sarcomeric disruption at P0, before the onset of ventricular dilation (Figure 3A). Mitochondrial morphology was also abnormal, including overall decreased mitochondrial size (Figure 3—figure supplements 1 and 2) and decreased complexity of mitochondrial cristae (Figure 3—figure supplement 1).

**Figure 3.**
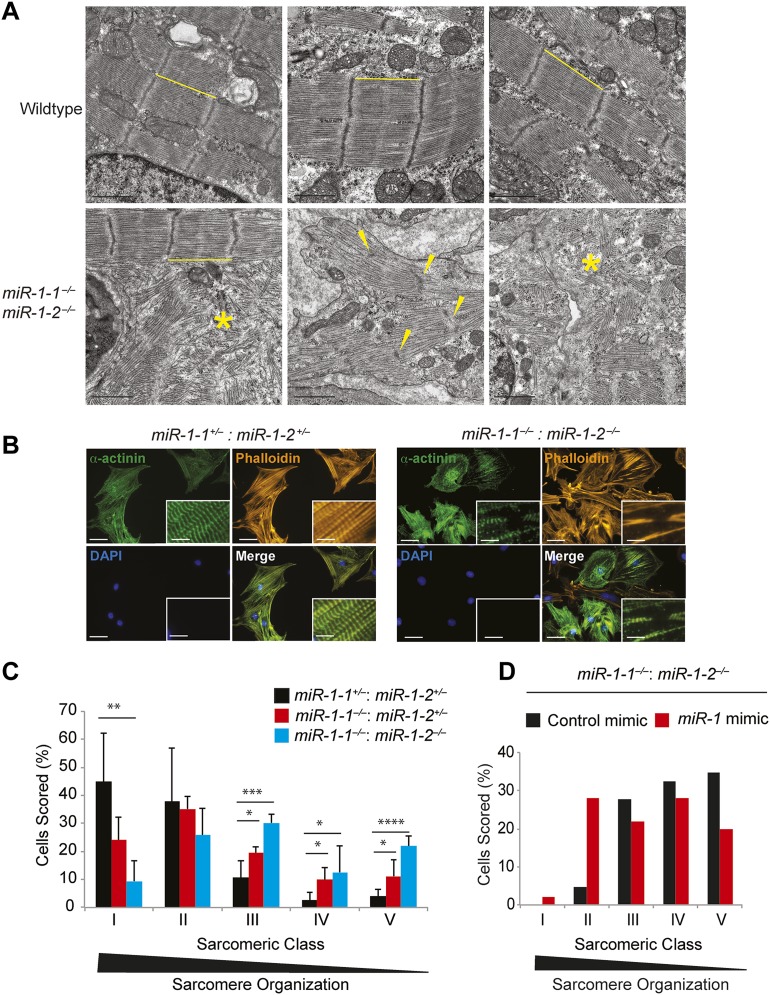
Sarcomere disruption in *miR-1* null cardiomyocytes. (**A**) Transmission electron microscopy (TEM) of P0 wild-type or *miR-1* double-knockout myocardium. Representative areas of sarcomeric disarray are indicated (*). Distance between Z-lines is indicated with lines. Arrows indicate disrupted Z-line structures. Scale bar, 1 μm. (**B**) Immunofluorescence of sarcomeric structures in isolated P0 cardiomyocytes with Phalloidin (F-actin cytoskeleton [orange]) and sarcomeric alpha-actinin (green) DAPI (blue) indicates nuclei. Images captured at 40X magnification. (**C**) Percentage of cardiomyocytes of individual sarcomeric classes observed. N = 3 for *miR-1* null mice; N = 2 for *miR-1-1*^*−/−*^:*miR-1-2*^*+/−*^ mice; and n = 6 for *miR-1* double-heterozygous mice, with a minimum of 50 cells classified per animal. (**D**) Representative analysis showing percentage of P5 *miR-1* null cardiomyocytes of individual sarcomeric classes observed 24 hr after transfection of a *miR-1* mimic or control RNA mimic. Roughly 50 cardiomyocytes per condition were evaluated. *p<0.05; **p<0.01; ***p<0.001;****p<0.0001; ns, not significant. **DOI:** http://dx.doi.org/10.7554/eLife.01323.022

**Figure 3—figure supplement 1.**
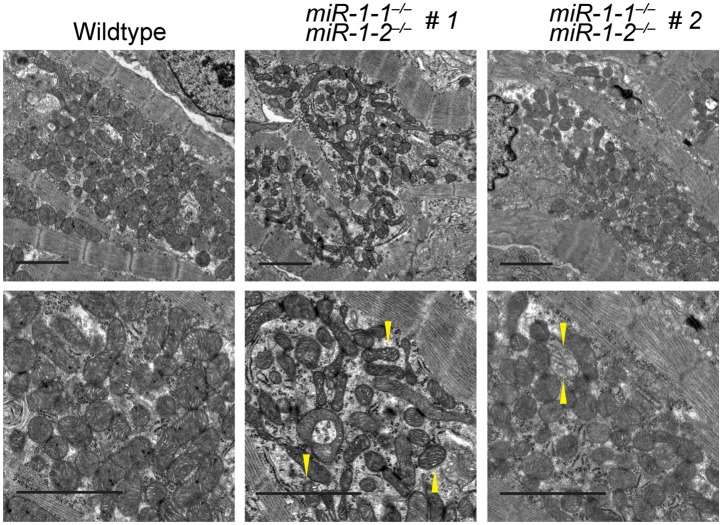
Transmission electron microscopy (TEM) reveals mitochondrial morphology defects in *miR-1* null hearts. TEM of P0 wild-type or two *miR-1* double-knockout animals. Arrowheads indicate mitochondria with low cristae density. Scale bars equal 2 μm. **DOI:** http://dx.doi.org/10.7554/eLife.01323.023

**Figure 3—figure supplement 2.**
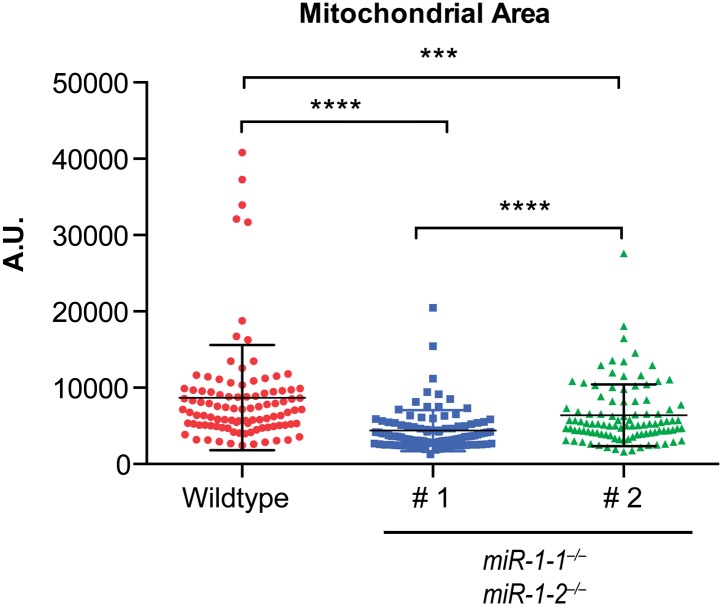
Quantification of mitochondrial area from TEM images reveals a reduction in mitochondrial area in both *miR-1* double-knockouts compared to controls, although the degree to which mitochondrial area is reduced varies. **DOI:** http://dx.doi.org/10.7554/eLife.01323.024

**Figure 3—figure supplement 3.**
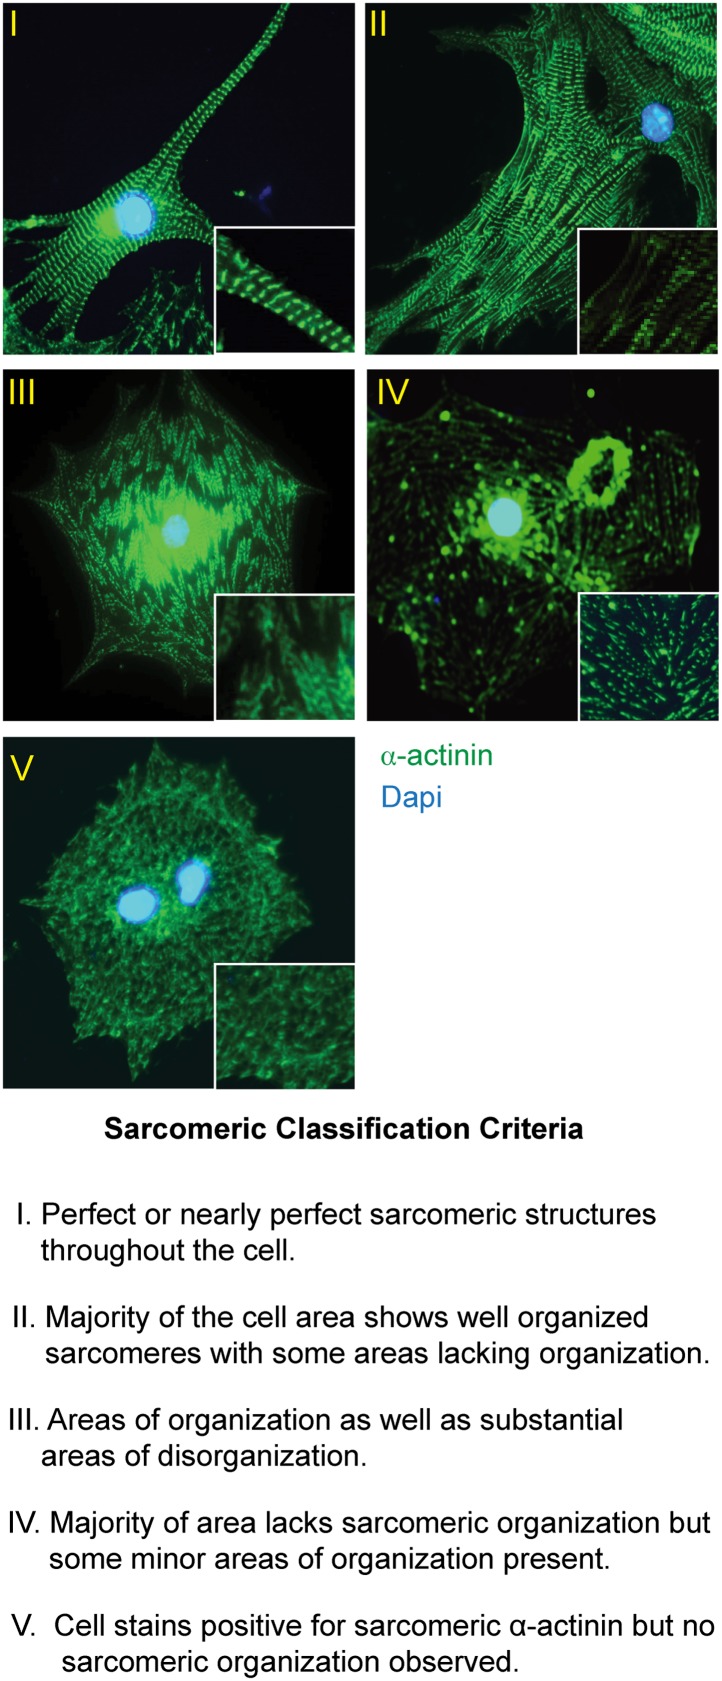
Sarcomeric organization classification scheme. Description of sarcomeric organization scheme used in Figure 3C and D with corresponding representative images. Sarcomeric structure highlighted with immunostaining for the Z-line protein α-actinin (green). Nuclei stained with DAPI (blue). **DOI:** http://dx.doi.org/10.7554/eLife.01323.025

Sarcomeric morphology was further analyzed in isolated P0 neonatal cardiomyocytes by immunostaining for the Z-line protein α-Actinin, as well as by Phalloidin staining to visualize the filamentous actin cytoskeleton. Individual cardiomyocytes were classified on a scale from I–V based on their sarcomeric organization, with class-I cells showing highly ordered sarcomeres, and class-V cells having no sarcomeric organization (Figure 3—figure supplement 3). Sarcomeres in *miR-1* null cardiomyocytes showed significant disruption when compared to those from *miR-1* double-heterozygous littermates. Only 10% of double-knockout cardiomyocytes had highly organized sarcomeres, compared to 45% of *miR-1* double-heterozygous cells. The degree of sarcomeric organization correlated with *miR-1* dosage as cardiomyocytes lacking three out of four copies of *miR-1* showed an intermediate degree of organization (Figure 3C).

To determine if reintroduction of *miR-1* was sufficient to improve sarcomere organization in cardiomyocytes from post-natal hearts, we transiently transfected a *miR-1* RNA mimic into cultured cardiomyocytes isolated from P5 animals. Indeed, adding *miR-1* partially rescued this phenotype and enhanced sarcomeric organization in *miR-1* double-knockout cardiomyocytes, compared to those treated with a control RNA mimic (Figure 3D).

### Dysregulation of *Telokin* and myosin light chain phosphorylation

We performed RNA sequencing of late embryonic stage (E18) *miR-1* null and wild-type hearts to identify genes that were dysregulated in the absence of *miR-1*. We selected this time point in order to reveal primary changes in gene expression due to the loss of *miR-1* and not those that may arise secondary to heart failure. Given that many direct miRNA targets are upregulated at the protein, but not transcript level, we expected that sequencing analysis of this stage would identify pathways that are dysregulated in the *miR-1* knockout, some of which may involve direct *miR-1* targets. We utilized the GREAT interface (McLean et al., 2010) to evaluate the enrichment of miRNA targets within the set of genes that were upregulated in the *miR-1* null hearts, compared to wild-type controls (Figure 4—figure supplement 1). We found that genes containing *miR-1/206* seed sequence complementarity were most significantly enriched in this data set. Genes targeted by *miR-495*, *miR-518a-2*, *miR-501* and *miR-409* were also enriched, though to a lesser degree. Notably, mRNAs with seed sequence complementarity to *miR-133a* were not enriched, suggesting that the reduction in *miR-133a* levels did not reach the threshold for significant dysregulation of genes in the *miR-1* knockout.

We next performed a gene ontology analysis using the GO-Elite interface (Zambon et al., 2012) to determine at a functional level which dysregulated genes may be phenotypically relevant. We found that genes participating in metabolic and mitochondria-related pathways were downregulated in *miR-1* knockout, compared to wild-type hearts, consistent with the morphological abnormalities visualized by electron microscopy (Figure 4A). Interestingly, many upregulated genes fell into the ‘regulation of actin cytoskeletal’ pathway (Figure 4B). As the dysregulation of actins and other cytoskeletal genes contribute to cardiomyopathies, in a complementary analysis, we investigated if any of the upregulated cytoskeletal genes were direct *miR-1* targets. miRNA targets remain challenging to predict computationally; therefore, we utilized three different target prediction algorithms—Targetscan (www.targetscan.org), PITA (http://genie.weizmann.ac.il/pubs/mir07/mir07_dyn_data.html), and Pictar (http://pictar.mdc-berlin.de/cgi-bin/PicTar_vertebrate.cgi)—to identify consensus predicted targets (Figure 4C, Figure 4—source data 1). Of the genes that were expressed at an equal or higher level in the knockout compared to wild-type hearts, 89 genes were predicted *miR-1* targets by all three algorithms. Of these, 13 genes were significantly upregulated at the mRNA level in the *miR-1* null hearts. (Figure 4C, Figure 4—source data 1).

**Figure 4.**
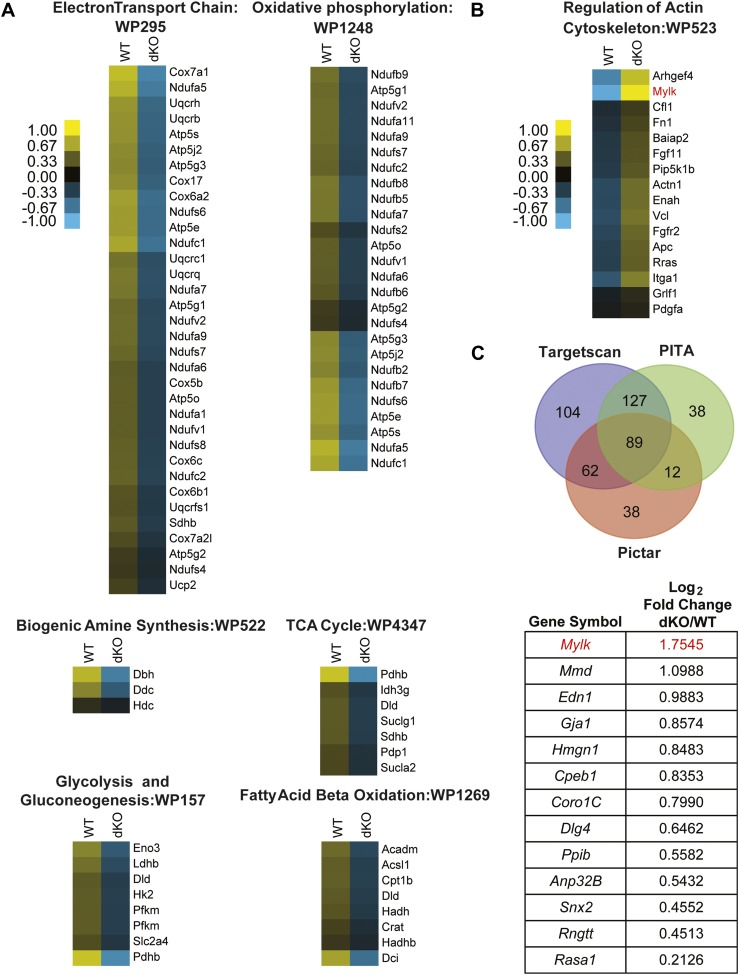
Pathway analysis of genes dysregulated in E18 *miR-1* null hearts. (**A**) Pathway analysis of genes downregulated in E18 *miR-1* null hearts identified via Go-elite and GenMAPP. Pathways related to metabolism are enriched. (**B**) Pathway analysis of genes upregulated in the *miR-1* null hearts identified via Go-elite and GenMAPP. Values represent normalized mean centered log_2_ of FPKM for each genotype. (**C**) Venn diagram depicting overlap of *miR-1* targets as predicted by three prediction algorithms: Targetscan, PITA and Pictar. The genes analyzed were expressed at a relative quantity of ≥1 in *miR-1* null vs wild-type hearts based on their FPKM (upper). Consensus targets predicted by all three algorithms, showing significant upregulation in the *miR-1* null vs wild-type hearts are presented as descending log_2_ fold change in *miR-1* null over wild-type hearts (lower). *Mylk (MLCK)* in red was identified as a regulator of the actin cytoskeleton (**B**) and a significantly upregulated, predicted *miR-1* target (**C**). dKO, double-knockout; WT, wild-type; FPKM, fragments per kilobase per million. **DOI:** http://dx.doi.org/10.7554/eLife.01323.026 10.7554/eLife.01323.027Figure 4—source data 1.*miR-1* targets as predicted by three algorithms.Putative *miR-1* target genes as predicted by Targetscan, PITA and Pictar. Genes used for this analysis were expressed at a relative quantity of ≥1 based on FPKM in *miR-1* null vs wild-type hearts. Genes indicated in bold were significantly upregulated (FDR<0.1) in *miR-1* null vs wild-type hearts.**DOI:** http://dx.doi.org/10.7554/eLife.01323.027

**Figure 4—figure supplement 1.**
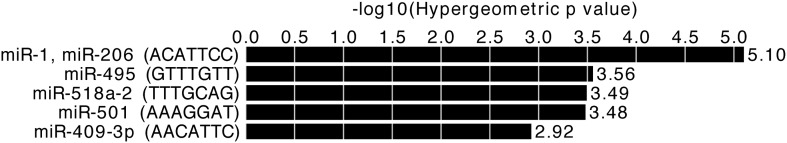
MicroRNA target enrichment analysis of genes that were expressed at a relative quantity of ≥1 in the *miR-1* null vs wild-type hearts. The *miR-1/206* seed but not the *miR-133a* seed was enriched in this gene set. **DOI:** http://dx.doi.org/10.7554/eLife.01323.028

In the *miR-1* null animals, myosin light chain kinase (MLCK) was a putative *miR-1* target of particular interest, as it was highly upregulated and had a known role in regulating the cytoskeleton (Figure 4B,C). MLCK, which is encoded within the *Mylk* locus, regulates the cytoskeleton by phosphorylating the regulatory Myosin Light Chain 2 (MLC2). MLC2 is associated with Myosin Heavy Chain (MHC) and is situated adjacent to the actin interaction domain of the globular myosin head. In smooth muscle, MLC2 phosphorylation is sufficient to induce contraction, and in the striated muscle of the heart, phosphorylation increases the rate and magnitude of contractile force (Davis et al., 2001, reviewed in Kamm and Stull (2001)).

The 31 exons of the *Mylk* locus give rise to four distinct but overlapping gene products (Figure 5A). Two 220-kD MLCK isoforms, which vary only by alternate inclusion of exon 1, are expressed in non-muscle cell types, a 130-kD broadly expressed isoform and a 17-kD isoform, called Telokin, which lacks a functional kinase domain but shares an identical carboxy-terminal domain, and is specifically expressed in smooth, but not cardiac, muscle. The transcription of each isoform is regulated by individual promoters, which direct their spatially and temporally restricted expression (Herring et al., 2006). When the 3′ UTR region of *Mlck*/*Telokin* containing the predicted *miR-1* binding site was cloned downstream of a luciferase reporter, luciferase activity was repressed in the presence of a *miR-1* mimic. The repression was alleviated when the target site was deleted, validating this 3’ UTR of *Mlck/Telokin* as a direct *miR-1* target (Figure 5B).

**Figure 5.**
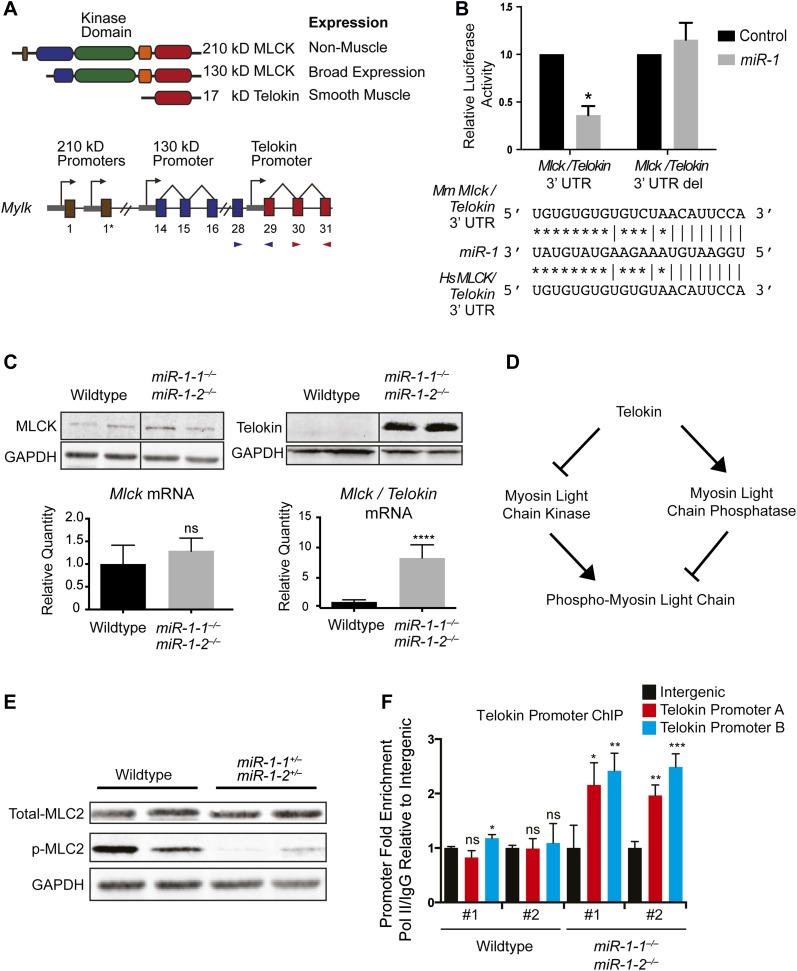
Dysregulation of Telokin and Myosin light chain phosphorylation in *miR-1* null hearts. (**A**) Diagram of the gene products encoded within the *Mylk* locus. Independent promoters preceding exons are indicated by arrows. Exon-spanning qPCR primers used are indicated in red (*Mlck/Telokin*) or blue (*Mlck*). (**B**) Luciferase activity of a reporter construct containing ∼200 bp of the *Mlck*/*Telokin* 3′-UTR surrounding the predicted *miR-1* binding site with or without the site deleted. The constructs were co-transfected into H9C2 myoblasts with a *miR-1* mimic or a control mimic. Sequence of the putative *miR-1* target site as predicted by Targetscan and site conservation between human (Hs) and mouse (Mm) is indicated. (**C**) Western blot of heart lysates (top) and qPCR of RNA (bottom) from P0 wild-type or *miR-1* null mice. (N = 5 per group). (**D**) Model of Telokin function in smooth muscle to promote the activity of myosin light chain phosphatase and inhibit the activity of the myosin light chain kinase. (**E**) Western blot of total myosin light chain 2 (MLC2) and phosphorylated myosin light chain (p-MLC2) in P0 wild-type or *miR-1* null hearts; GAPDH serves as loading control. (**F**) qPCR of the *Telokin* promoter sequence or an intergenic genomic sequence following chromatin immunoprecipitation (ChIP) of RNA polymerase II in P2 wild-type or *miR-1* null hearts. For the *Telokin* promoter, two non-overlapping probe sets were used, indicated as *Telokin* promoter A and B. **DOI:** http://dx.doi.org/10.7554/eLife.01323.029

**Figure 5—figure supplement 1.**
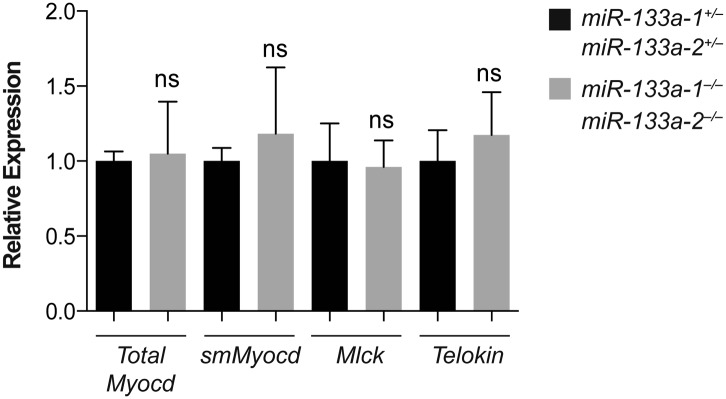
Putative *miR-1* targets dysregulated in *miR-1* null hearts were not affected in *miR-133a* double-knockout hearts. qPCR of indicated transcripts in adult hearts from *miR-133a* double-knockout or double-heterozygous animals. N = 2 per genotype. **DOI:** http://dx.doi.org/10.7554/eLife.01323.030

To determine which isoforms were upregulated in *miR-1* double-knockout hearts, we examined the protein expression profiles of the various isoforms in wild-type and *miR-1* double-knockout hearts by western blot (Figure 5C). The non-muscle 210-kD isoform was undetectable, and the expression of the 130-kD MLCK isoform was not significantly altered in *miR-1* double-knockout hearts. Telokin protein, as previously reported (Herring et al., 2001), was not detectable in wild-type hearts, but was highly expressed in hearts of *miR-1* double-knockouts. qPCR confirmed the normally smooth muscle-restricted *Telokin* was aberrantly expressed in *miR-1* null myocardium (Figure 5C). Notably, while smooth muscle gene expression is reported to be dysregulated in *miR-133a-1*:*miR-133a-2* double-knockout hearts (Liu et al., 2008)***,*** we found that *Telokin* expression was not upregulated in those animals (Figure 5—figure supplement 1), suggesting that the misexpression was specifically due to the loss of *miR-1*.

Despite lacking a catalytic kinase domain, Telokin plays an important role in the regulation of MLC phosphorylation in smooth muscle by inhibiting MLCK and promoting activity of the MLC phosphatase (Choudhury et al., 2004; Khromov et al., 2012) (Figure 5D). Consistent with aberrant Telokin expression in cardiomyocytes, MLC phosphorylation was dramatically decreased in *miR-1* double-knockout hearts, likely contributing to the observed cardiac dysfunction (Figure 5E).

While direct repression by *miR-1* may help to inhibit cardiac translation and stability of *Telokin* transcripts, it was unclear how loss of *miR-1* resulted in the preferential upregulation of *Telokin* and not the full-length *Mlck*, which is thought to share a common 3′ UTR. To determine if the *Telokin* promoter was aberrantly active in *miR-1* double-knockout hearts, we performed RNA Pol II chromatin immunoprecipitation and assayed for occupancy at the *Telokin* promoter. In wild-type hearts, Pol II occupancy at the *Telokin* promoter was equivalent to that of an untranscribed intergenic region, in agreement with *Telokin’s* published smooth muscle-restricted expression pattern (Herring et al., 2001) (Figure 5F). In contrast, Pol II actively bound the *Telokin* promoter in *miR-1* double-knockout hearts (Figure 5F). These data indicate that *miR-1* normally acts to repress *Telokin* expression in the heart by both directly targeting the *Telokin* 3′ UTR and by negatively regulating *Telokin* transcription.

### *miR-1* targets the SRF co-factor Myocardin for repression

To gain mechanistic insight into how *miR-1* may be negatively regulating *Telokin* transcription and to identify, at a more general level, transcriptional networks perturbed in the absence of *miR-1*, we again utilized the GREAT interface (McLean et al., 2010) to identify known transcription factor motifs within the Msig database that were enriched within regulatory elements of the genes dysregulated in the double-knockouts. Interestingly, a disproportionate number of the genes upregulated in *miR-1* double-knockout hearts contained CArG boxes (CC/ATn/GG), a motif bound by SRF (Treisman, 1986) (Figure 6A, Figure 6—figure supplement 1). SRF is a critical regulator of the cardiac and smooth muscle transcriptome and regulates sarcomere formation in cardiomyocytes (Li et al., 1997, 2003; Wang et al., 2001; Niu et al., 2007; Hoofnagle et al., 2011). SRF is also a highly conserved direct upstream regulator of the *miR-1/133a* transcript (Kwon et al., 2005; Zhao et al., 2005) and is itself a target of *miR-133a*, being upregulated in the hearts of *miR-133a-1*:*miR-133a-2* double-knockout animals (Chen et al., 2005; Liu et al., 2008). However, SRF was not dysregulated at the RNA or protein level in *miR-1* double-knockout hearts (Figure 6B). This finding suggests that a simple increase in SRF expression is not responsible for the upregulation of SRF target genes and, furthermore, that the level of *miR-133a* expressed in *miR-1* double-knockouts is sufficient to maintain normal SRF expression levels.

**Figure 6.**
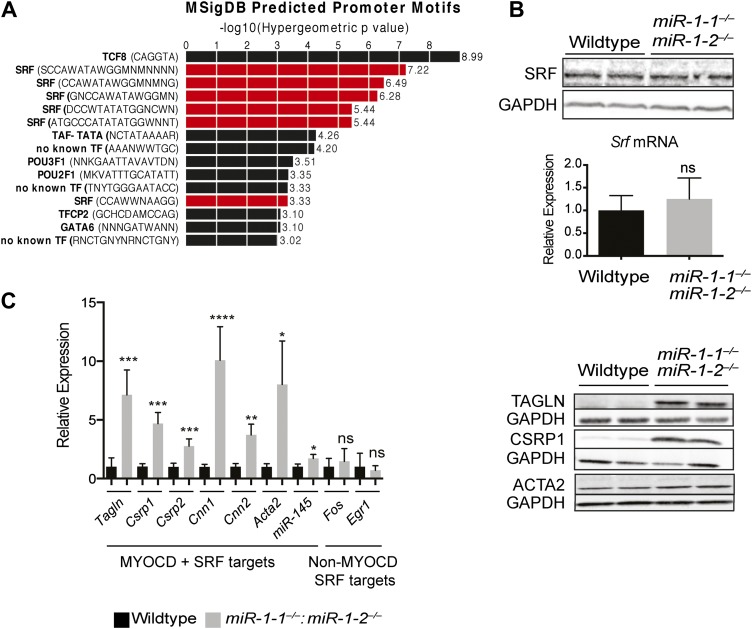
Upregulation of SRF targets in *miR-1* null hearts. (**A**) Promoter motif enrichment in genes upregulated in *miR-1* double-knockout hearts. Motif sequences and transcriptional regulators are indicated (left) with the log_10_ of the hypergeometric p value graphed. Multiple CArG box sequences, the motif bound by SRF, were identified (red). (**B**) Western blot (top), and qPCR (bottom) for *Srf* expression in post-natal *miR-1* null or wild-type hearts. (**C**) Myocardin dependent and independent SRF target gene expression in postnatal *miR-1* null or wild-type hearts by qPCR (left). Western blots of selected Myocardin-dependent SRF target genes (right). *Tagln, Transgelin/Sm22; Csrp1,2, Cysteine And Glycine-Rich Protein 1,2; Cnn1,2, Calponin1,2; Acta2, smooth muscle alpha actin; miR-145, microRNA-145; Fos, FBJ Murine Osteosarcoma Viral Oncogene Homolog; Egr1, Early growth response 1*. *p<0.05; **p<0.01; ***p<0.001;****p<0.0001; ns, not significant. **DOI:** http://dx.doi.org/10.7554/eLife.01323.031

**Figure 6—figure supplement 1.**
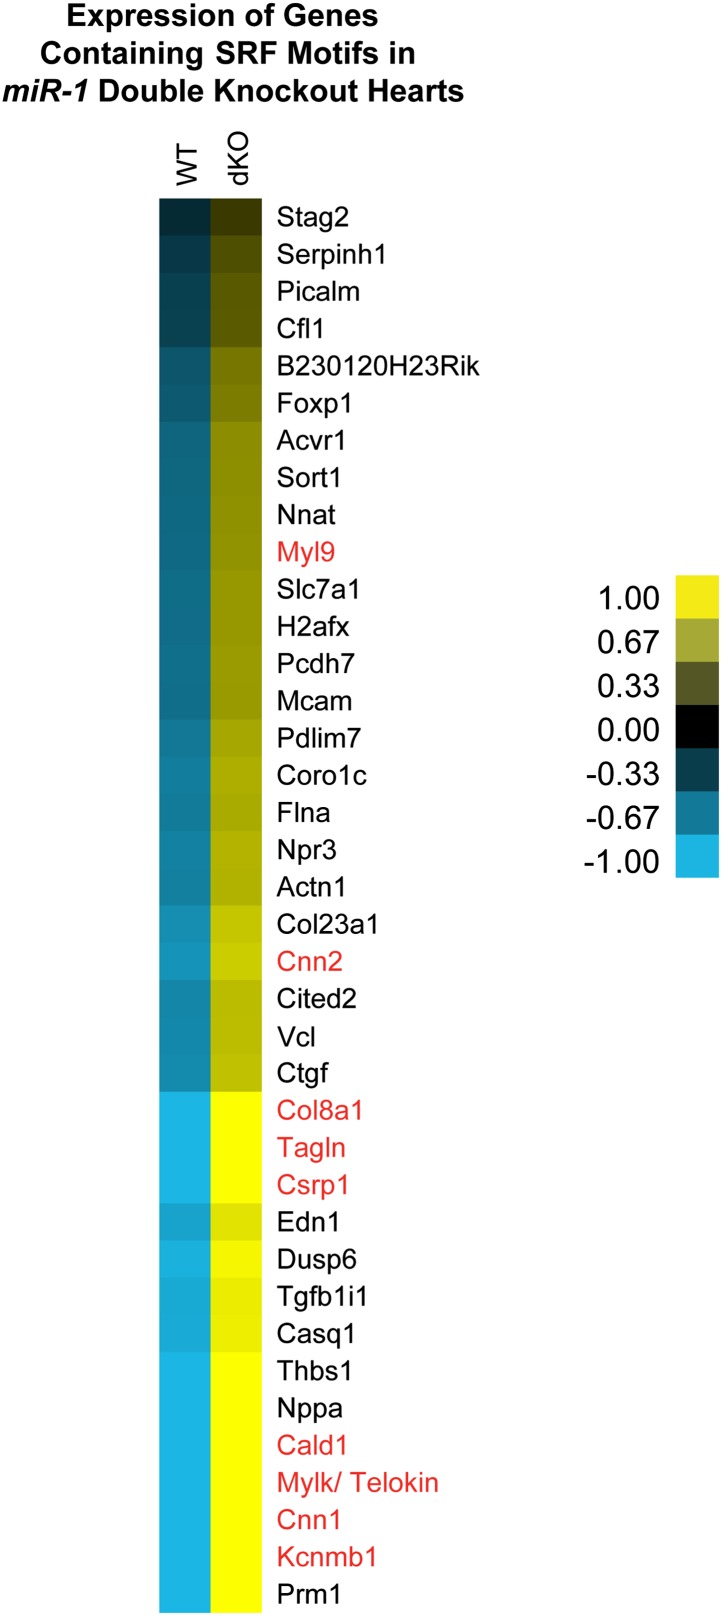
Dysregulation of SRF targets in *miR-1* double-knockout hearts. Relative expression of SRF regulated genes identified via GREAT analysis. Smooth muscle genes are highlighted in red. Values indicated represent the normalized gene expression of the log2 FPKM. FPKM, fragments per kilobase per million. **DOI:** http://dx.doi.org/10.7554/eLife.01323.032

**Figure 6—figure supplement 2.**
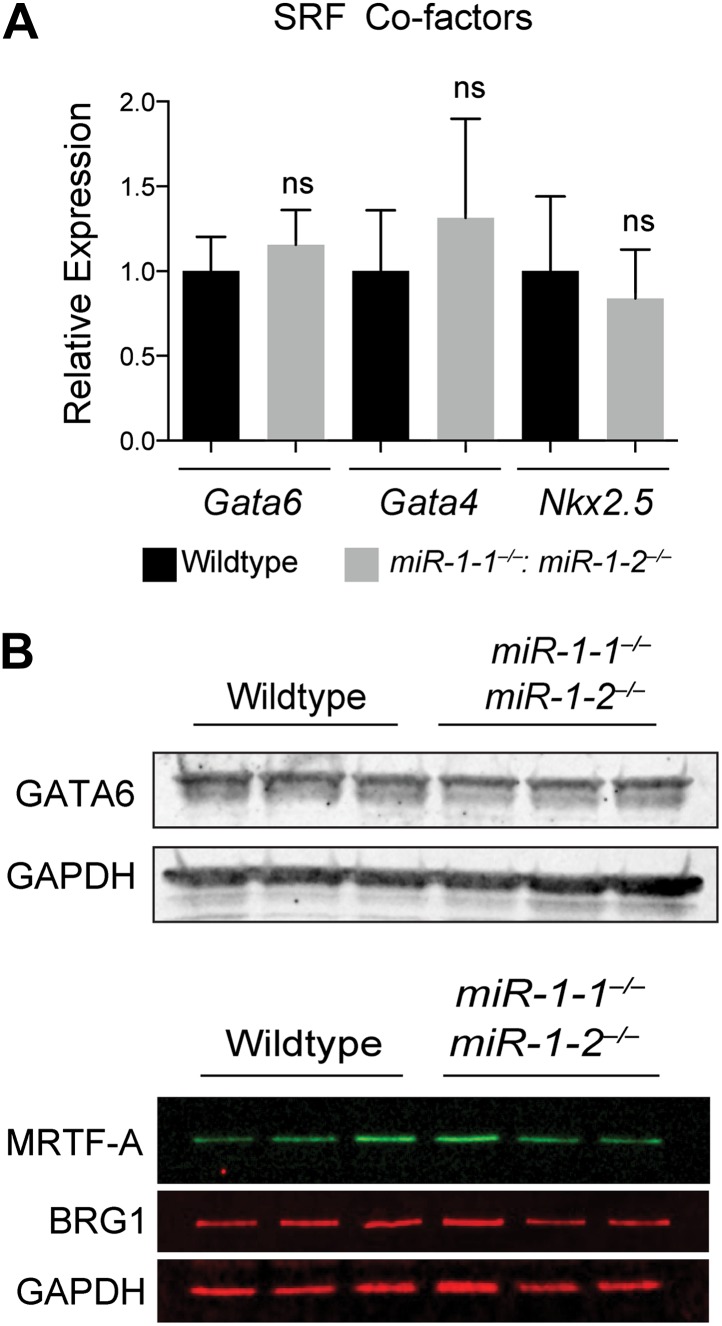
(A) qPCR of SRF co-factors in *miR-1* wild-type or double-knockout hearts. N = 5. (B) Western blot for protein expression of SRF co-factors. ns, not significant. **DOI:** http://dx.doi.org/10.7554/eLife.01323.033

One mechanism by which the specificity of SRF targets is conferred is through the expression and activity of tissue-specific cofactors. Myocardin (MYOCD), which is expressed predominantly in cardiac and smooth muscle (Wang et al., 2001), is one such cofactor. MYOCD is necessary and sufficient for smooth muscle differentiation in vitro and in vivo (Li et al., 2003; Chen et al., 2002; Wang et al., 2003) and is necessary for the differentiation and maintenance of ventricular cardiomyocytes (Wang et al., 2001; Hoofnagle et al., 2011). Among the SRF target genes that were dysregulated in the *miR-1* double-knockouts, many, including *Telokin*, were known targets of the MYOCD/SRF complex (Figure 6C, Figure 6—figure supplement 1), while MYOCD independent SRF target genes, such as *Fos* and *Egr1*, were not upregulated (Figure 6C). Notably, the expression of numerous other known SRF co-factors, including NKX2-5, MRTF-A, BRG1, GATA4 and GATA6 were unchanged (Figure 6—figure supplement 2). These findings suggest that MYOCD/SRF dependent gene expression is specifically upregulated in the *miR-1* knockout hearts.

Using qPCR to compare the expression of *Myocd* in *miR-1* double-knockout hearts and controls, we found that the expression of this critical transcription factor was increased roughly twofold upon deletion of *miR-1* (Figure 7A). Using Targetscan, we identified a potential *miR-1* binding site in the *Myocd* 3′-UTR and demonstrated, using a luciferase assay, that *miR-1* directly targets the *Myocd* 3′ UTR (Figure 7B). Previous studies have shown that the *Telokin* promoter is more responsive to MYOCD than the full-length 130-kD *Mlck* promoter (Herring et al., 2006). Thus, as we observed, an increase in MYOCD expression would be predicted to preferentially upregulate the transcription of the *Telokin* isoform, while only modestly increasing transcription of the full-length transcript.

**Figure 7.**
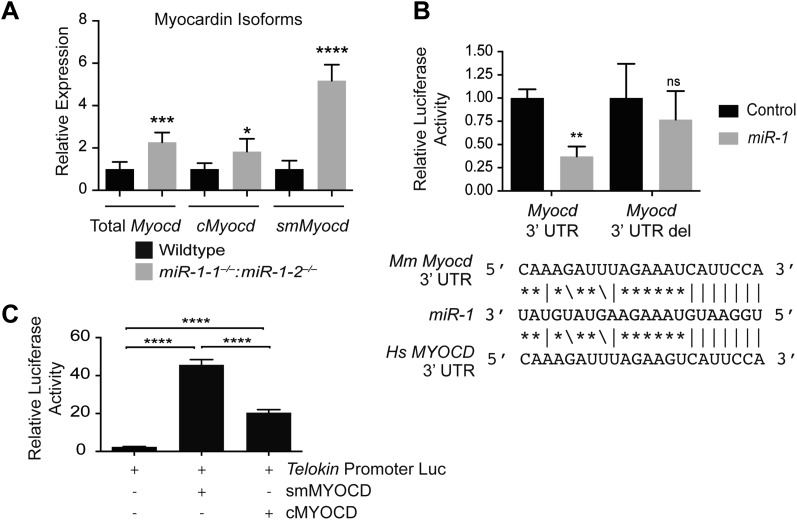
*miR-1* regulates the SRF co-factor, Myocardin. (**A**) qPCR for *Myocardin (Myocd)* expression. Probe sets are specific for inclusion of exon 2a for *smooth muscle Myocd (smMyocd),* exclusion of exon 2a for *cardiac Myocd (cMyocd)*, or for downstream exons common to both transcripts (Total *Myocd*). P0 hearts were analyzed, N = 5 per genotype. (**B**) Luciferase activity of a reporter construct containing the *miR-1* putative target site derived from the *Myocd* 3′ UTR or a deleted site. The constructs were co-transfected into H9C2 myoblasts with either a *miR-1* mimic or a control mimic. The sequence of the putative *miR-1* target site as predicted by Targetscan and site conservation between human (Hs) and mouse (Mm) is indicated. (**C**) The expression of luciferase driven by the *Telokin+370* promoter when transfected into Cos cells, alone or with either full-length *smMyocd or cMyocd*. *p<0.05; **p<0.01; ***p<0.001;****p<0.0001; ns, not significant. **DOI:** http://dx.doi.org/10.7554/eLife.01323.034

### Smooth muscle *Myocd* expression is upregulated in *miR-1* double-knockout hearts

There are two distinct *Myocd* isoforms, the full-length cardiac isoform (cMYOCD) and the truncated smooth muscle isoform (smMYOCD) (Creemers et al., 2006). *smMyocd* is produced by alternate splicing and inclusion of exon2a, which encodes a translational stop and necessitates the use of an alternate downstream start site. This splicing event results in a truncated protein, lacking the N-terminal–MEF2 interaction domain of the full-length cMYOCD. Although the functional significance of these two isoforms is not well understood, the promoters of some smooth muscle-restricted genes, such as *Tagln* (*Sm22),* are more sensitive to smMYOCD than cMYOCD, while some cardiac promoters, such as *Myh6* (*α-Mhc),* are more responsive to cMYOCD (Imamura et al., 2010). Normally, *smMyocd* expression is relatively low in the neonatal heart; however, we discovered using qPCR that in *miR-1* double-knockout hearts the expression of *smMyocd* was fivefold higher than control hearts, while c*Myocd* was upregulated roughly 1.8-fold (Figure 7A). More specific upregulation of *smMyocd* was not evident with statistical confidence in our RNA-seq data likely due to insufficient sequencing depth to detect the small 44 bp exon 2a inclusion within the relatively low overall abundance of *smMyocd* transcript.

While c*Myocd* still represents the predominant isoform in *miR-1* double-knockout hearts (data not shown), subtle changes in transcription factor expression can result in dramatic changes in gene expression. Using a luciferase reporter cloned downstream of the mouse *Telokin* promoter, we found that smMYOCD was twice as effective as cMYOCD at activating the *Telokin* promoter (Figure 7C). More broadly, we found that many of the MYOCD-dependent genes upregulated in the *miR-1* knockouts were smooth muscle genes (Figure 6—figure supplement 1). Smooth muscle gene upregulation was also reported in the myocardium of *miR-133a* knockout mice, due in part to the upregulation of SRF. Neither total *Myocd* nor *smMyocd,* however, was upregulated in the myocardium of *miR-133a* double-knockouts, indicating that the *miR-133a* levels do not affect *Myocd* expression (Figure 5—figure supplement 1). These data suggest a model whereby *miR-1 and miR-133a* cooperate to repress smooth muscle gene transcription in the heart by repressing *smMyocd* and *Srf*, respectively, thereby reinforcing the striated muscle phenotype (Figure 8B).

**Figure 8.**
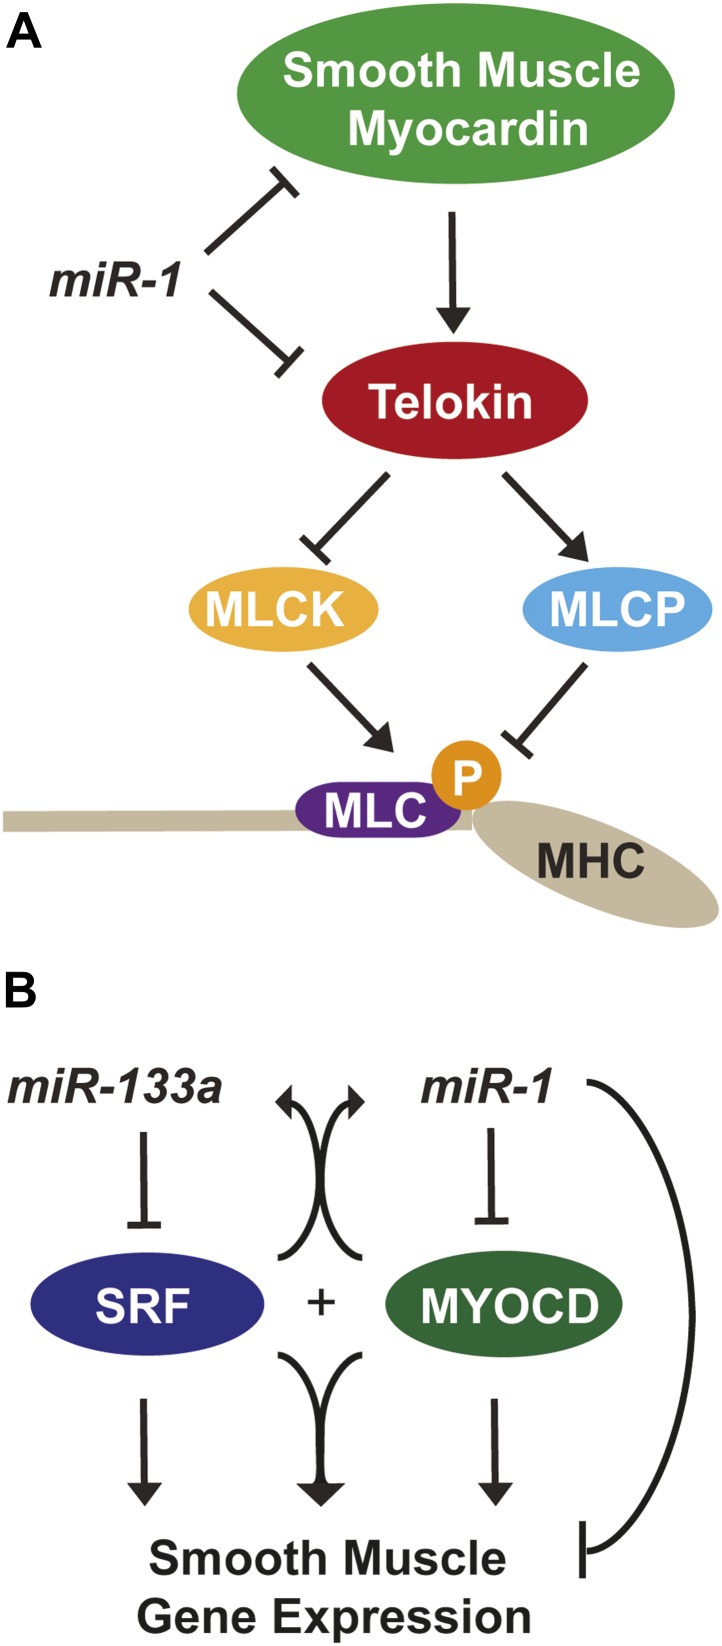
*miR-1* regulation of Myosin light chain phosphorylation and smooth muscle gene expression. (**A**) Dual regulatory model by which *miR-1* acts to normally repress *Telokin* expression in the heart by directly targeting its 3′ UTR and its upstream transcriptional regulator, smooth muscle myocarding (smMYOCD). MLCK, myosin light chain kinase; MLCP, myosin light chain phosphatase; MLC, myosin light chain; MHC, myosin heavy chain; P, phosphorylation. (**B**) Regulatory model by which the *miR-1/133a* cluster cooperates to suppress smooth muscle gene expression in the heart. **DOI:** http://dx.doi.org/10.7554/eLife.01323.035

## Discussion

The results of this study reveal the essential, multi-faceted role that *miR-1* plays in the mammalian heart. The uniform lethality of *miR-1* double-knockout animals, associated with dilated cardiomyopathy and abnormal heart rhythm, indicates that *miR-1* is required for normal cardiac contractility. At a cellular level, we found that sarcomere disruption is one feature that underlies the impaired cardiac function, and reintroduction of *miR-1* into ex vivo cardiomyocytes was sufficient to partially rescue this phenotype. *miR-1* functions to negatively regulate the smooth muscle-specific inhibitor of MLC phosphorylation, Telokin. Aberrant upregulation of Telokin and the resulting decrease in phosphorylated MLC in *miR-1* null hearts may contribute, in part, to the sarcomeric contractility defect. *miR-1* regulation of *Telokin* is accomplished by direct targeting of its 3′ UTR, as well as through targeting of its transcriptional regulator, *Myocd*. In particular, *miR-1* preferentially regulates *smMyocd*, thereby complementing the effects of *miR-133* to suppress the smooth muscle gene program (Figure 8).

### *miR-1* is required for normal sarcomere formation and maintenance

In ex vivo cardiomyocytes, restoring *miR-1* expression alone was sufficient to partially rescue the sarcomeric defects of *miR-1* double-knockout hearts, demonstrating that the loss of *miR-1* plays a causative role in this phenotype, but not ruling out a contribution from decreased *miR-133a* expression. In this and previous studies (Mishima et al., 2009), genes related to the actin cytoskeleton are highly responsive to alterations in *miR-1* expression. MLC phosphorylation is critical for sarcomere assembly and regulating the speed and force of contraction in the heart (Aoki et al., 2000; Davis et al., 2001). In mammals, there are multiple MLC2 isoforms, but deletion of the single cardiac zebrafish isoform results in a lack of thick filament assembly (Rottbauer et al., 2006). At a molecular level, phosphorylation of MLC2 results in a conformational shift in the associated MHC, bringing it into closer proximity to the thin filament and increasing the probability of cross-bridge formation. Not surprisingly, in humans, *MLC2* mutations are associated with myopathies (Poetter et al., 1996; Davis et al., 2001). Thus, decreased phosphorylation of MLC in the absence of *miR-1* likely plays a role in the sarcomeric disruption and cardiac dysfunction in *miR-1* double-knockouts.

We found that one mechanism by which *miR-1* normally acts to maintain p-MLC in the heart is through the repression of the usually smooth muscle-restricted protein Telokin. Telokin expression in smooth muscle is thought to maintain cells in a less contractile state, and it is interesting that the heart employs *miR-1* to ensure the absence of Telokin through both transcriptional and post-transcriptional mechanisms (Figure 8A). Although it is not possible to distinguish the contribution of transcriptional regulation of Telokin vs direct *miR-1* targeting of the *Telokin* 3′ UTR, the dramatic degree of Telokin protein upregulation compared to the more moderate *Telokin* mRNA increase is consistent with some degree of translational control by *miR-1* (Figure 4C). How Telokin misexpression affects cardiac function has not been directly evaluated; however, ectopic expression in the myocardium has been reported in a doxorubicin induced rat model of cardiomyopathy, although the precise mechanism by which Telokin contributes to this pathology is unknown (Dudnakova et al., 2003).

While the focus of this study was to explore the function of *miR-1* in the heart, *miR-1* likely plays a more subtle role in the skeletal muscle. It is worth noting that electron microscopy of P0 *miR-1*-null skeletal muscle showed the presence of ordered sarcomeric structures (data not shown) and neonatal mice were mobile. While we cannot rule out a more subtle skeletal muscle phenotype due to the early lethality, it is possible that the skeletal muscle specific *miR-1* family member, *miR-206*, can compensate for the loss of *miR-1* in this tissue. A clear understanding of the role that the *miR-1* family plays in the context of skeletal muscle will require the generation a skeletal muscle-specific compound deletion of *miR-1-1*, *miR-1-2* and *miR-206*.

### *miR-133a* downregulation in *miR-1* null hearts

The marked downregulation of *miR-133a* in the *miR-1* double-knockouts is a critical consideration with respect to the interpretation of some of the phenotypes that we observed. While targeted disruption of *miR-1* might adversely affect transcriptional read-through of the *miR-1-1/miR-133a-2* locus, secondary downregulation of *miR-133a* expression from regulatory feedback mechanisms also appears to occur (Figure 2—figure supplement 10). *miR-1* and *miR-133a* are dramatically upregulated during the differentiation of cardiac and skeletal muscle (Chen et al., 2005; Ivey et al., 2008). While the current study shows definitively that *miR-1* is not required for initial cardiomyocyte differentiation in vivo*,* the loss of *miR-1* expression may impair further cardiomyocyte differentiation and/or maturation*.* This would predictably result in decreased developmental upregulation of the *miR-1/133* loci. Consistent with this model, the loosely organized sarcomeric morphology and the abnormal mitochondrial morphology we observed by TEM are similar to those of more immature cardiomyocytes (Hom et al., 2011). The upregulation of members of the cardiac fetal gene expression program, such as *Nppa* (Figure 6—figure supplement 1), and even the upregulation of smooth muscle genes, which are normally expressed in embryonic cardiomyocytes, supports this paradigm. As such, the expression of *miR-133a*, a key developmentally regulated miRNA, may be secondarily downregulated in *miR-1* double-knockout mice as a result of a subtle cardiac differentiation or maturation defect, although the exact mechanism is unknown.

### The *miR-1* and *miR-133a* clusters cooperate to normally repress smooth muscle gene expression in the heart

The power of miRNAs to affect biological processes is amplified by the ability of a single miRNA to regulate multiple nodes within a genetic network. *Srf* is a direct target of *miR-133a*, and its expression, as well as that of many smooth muscle target genes, is upregulated in the hearts of *miR-133a*-knockout animals (Chen et al., 2005; Liu et al., 2008). We found that SRF mRNA and protein expression in *miR-1* double-knockout hearts was unaffected, despite the partial downregulation of *miR-133a*. Nevertheless, some of the smooth muscle genes upregulated in *miR-133a* double-knockout hearts were also upregulated in the *miR-1* double-knockout animals *(Acta2, Cald1, Csrp2, Cnn1, Tagln),* while others, including *Telokin, cMyocd* and *smMyocd*, were uniquely upregulated in the *miR-1* double-knockouts. Our data suggest that *miR-1* and *miR-133a*, transcribed together from bicistronic miRNA clusters, cooperate to repress SRF-dependent smooth muscle gene expression in the heart by independently regulating SRF or its co-factor, MYOCD, respectively (Figure 8B).

We also found that the *Telokin* promoter is preferentially responsive to the smMYOCD isoform, upregulated in the absence of *miR-1*. This is consistent with the observation that, while both MYOCD isoforms share an identical SRF-interacting domain, they are not functionally equivalent with respect to mediating the transcription of SRF target genes (Creemers et al., 2006; Imamura et al., 2010). While yet to be carefully evaluated, *cMyocd* and *smMyocd* are thought to share a common 3′ UTR; thus, it is unlikely that direct targeting by *miR-1* alone is responsible for the observed isoform switch. The splice factor(s) that regulate the inclusion or exclusion of the 2a exon in the smooth muscle or heart, respectively, are unknown. Therefore, a potential mechanism by which *miR-1* may regulate *Myocd* splicing is through the direct repression of a splice factor that normally mediates alternate inclusion of the 2a exon in smooth muscle. Further studies will be required to elucidate the mechanism by which *miR-1* regulates this critical transcription factor and ultimately smooth muscle gene expression.

## Materials and methods

### *miR-1-1* gene targeting and mouse breeding

The *miR-1-1* targeting vector was generated by flanking 5′ and 3′ genomic DNA around a floxed neomycin resistance gene (*Neo*) driven by a pGK promoter. Targeting of the *miR-1-1* locus was accomplished through homologous recombination in E14 ES cells and resulted in replacement of the genomic sequence containing the *pre-miR-1-1* (∼280 bp) by the *Neo* gene. 672 colonies were screened, and three targeted clones were identified. *miR-1-1* heterozygous embryonic stem cells were injected into D3.5 BL6 blastocysts. For the establishment of the *miR-1-1*-targeted allele on a 129 background, chimeric males were mated to wild-type 129 (Jackson Lab) females. To generate compound *miR-1* knockouts, *miR-1-1*-targeted animals were crossed to a previously described *miR-1-2* targeted mouse maintained on a mixed (129/BL6) background. Animals double heterozygous for both *miR-1* alleles *(miR-1-1*^*+/−*^:*miR-1-2*^*+/−*^*)* were subsequently intercrossed to generate animals lacking three out of four alleles of *miR-1 (miR-1-1*^*−/−*^*:miR-1-2*^*+/−*^ or *miR-1-1*^*+/−*^*:miR-1-2*^*−/−*^*).* These animals were subsequently intercrossed to generate compound *miR-1* knockout animals *(miR-1-1*^*−/−*^*:miR-1-2*^*−/−*^*).* Genotyping was performed by PCR [Supplementary file 1] with primers that specifically recognized the wild-type or targeted *miR-1-1* or *miR-1-2* alleles.

The animals were sacrificed by decapitation for neonates or by CO_2_, followed by cervical dislocation for adult animals. All animal care and experimental protocols were reviewed and approved by the Institutional Animal Care and Use Committee of the University of California, San Francisco (UCSF).

### Electron microscopy

For electron microscopy, tissue was fixed in 2% glutaraldehyde, 1% paraformaldehyde in 0.1 M sodium cacodylate buffer pH 7.4, post fixed in 2% osmium tetroxide in the same buffer, en block stained in 2% aqueous uranyl acetate, dehydrated in acetone, infiltrated, and embedded in LX-112 resin (Ladd Research Industries, Williston, VT). Toluidine blue stained semi-thin sections were made to locate the areas of interest. The samples were ultrathin sectioned on a Reichert Ultracut S ultramicrotome and counter stained with 0.8% lead citrate. Grids were examined on a JEOL JEM-1230 transmission electron microscope (JEOL USA, Inc., Pleasanton, CA) and photographed with the Gatan Ultrascan 1000 digital camera (Gatan Inc., Pleasanton, CA).

### Neonatal transthoracic echocardiography and electrocardiogram

Adult mouse echocardiography was performed under anesthesia as described (Qian et al., 2011). Electrocardiograms were performed as described (Zhao et al., 2007). Neonatal studies were performed as described above without anesthesia.

### Histology and immunocytochemistry

Tissue was collected at indicated times and fixed using 10% formalin overnight at 4°C and stored subsequently in 70% ethanol. Paraffin embedding and staining was performed using standard histological techniques. Sarcomeric staining was performed using anti-sarcomeric alpha-actinin (1:400; Sigma, St. Louis, MO) and rhodamine conjugated Phalloidin (Clontech, Mountain View, CA).

### Isolation and culture of primary neonatal cardiomyocytes

Hearts were isolated from P0 animals and rinsed several times in 1X HBSS with Pen-Strep. The great vessels and atrium were removed and discarded, and the ventricles were minced manually with scissors and further disassociated enzymatically with collagenase digestion. 1 mg/ml collagenase II was added to the minced ventricles and briefly incubated at 37°C for 3–5 min with agitation. The digests were allowed to settle without agitation briefly (3 min) before the supernatant of this initial digestion (mostly blood cells) was discarded and another digestion was performed for 15–20 min. The supernatant of this subsequent digestion (cardiomyocytes) was added to 3X volume of FBS, and centrifuged for 5 min at 300 × *g* in a tabletop centrifuge. The resulting cell pellet was resuspended in DMEM/F12 medium with 10% FBS and Pen-Strep and passed through a 70-μM filter before plating on 1% gelatin with fibronectin. Cardiomyocytes for sarcomeric analysis were fixed and stained 24 hr post-plating. The cardiomyocytes used for sarcomeric rescue studies were transfected with *miR-1* mimic or control (Ambion/Life Technologies, Carlsbad, CA) roughly 12 hr post-plating with Lipofectamine 2000 (Life Technologies) and maintained in serum-containing medium. The cells were fixed for analysis 24 hr post-transfection.

### Cloning, plasmids, transfection and luciferase assays

Roughly 200 bp surrounding the predicted *miR-1* target sites in the *Mlck*/*Telokin* or *Myocd* 3′ UTR were amplified directly from cDNA generated from *miR-1* double-knockout hearts with the primers listed (Supplementary file 1) and subcloned into the PGL3 (Promega, Madison, WI) firefly luciferase vector 3′ of the reporter gene with XbaI.

Luciferase constructs were transfected along with a Renilla normalization vector into the H9C2 rat myoblast cell line with Lipofectamine 2000 (Life Technologies), according to manufacturer’s instructions. Briefly, 12-well plates were transfected at roughly 60% confluency and analyzed 20 hr later. Each well received 3 μl of Lipofectamine 2000, 800 ng of PGL3-Target, and 200 ng of Renilla vector. Experimental wells received 10 pmols of *miR-1* mimic (Ambion/Life Technologies), while control wells received 10 pmols of a non-targeting control mimic (Ambion/Life Technologies). Promoter activity assays were performed with the *Telokin*+370 promoter (a gift from Dr Paul Herring, Indiana University). c*Myocd* and *smMyocd* constructs were as described in Wang and Olson (2004) Cordes et al., (2009). Promoter constructs (500 ng), *Myocd* (250 ng) or control *LacZ* expression plasmid and 50 ng of Renilla were transfected into Cos cells with Lipofectamine 2000 at 50% confluency. Luciferase intensity was analyzed 20 hr post-transfection.

Firefly and Renilla luciferase activities were quantified in lysates with the Dual Luciferase Reporter Assay kit (Promega) on a Victor 1420 Multilabel Counter (PerkinElmer, Madison, WI). Firefly luciferase values were normalized to Renilla to control for transfection efficiency.

### Quantitative real-time PCR

RNA was isolated with TRIzol reagent according to the manufacturer’s protocol. Quantitative real-time PCR for microRNAs was performed with the TaqMan miRNA assay kit (Applied Biosystems/Life), and TaqMan probes for *miR-1* (Applied Biosystems/LIfe), *miR-133a* (Applied Biosystems/Life) were used according to the manufacturer’s protocols. cDNA for mRNA quantification was generated using Superscript with oligodT and random hexamers (Invitrogen). Detection of splice variants for *Myocd* was performed using oligo dT generated cDNA (Invitrogen/Life). qPCR probes for the *Telokin* promoter, and *Myocd* splice variants were designed using Primerquest software and synthesized by Integrated DNA Technology (IDT, San Jose, CA). Intergenic region primers were designed based on sequence published previously. The probe sequences and part numbers are listed in Supplementary file 1. Expression values were normalized to the expression of *U6* (Applied Biosystems/Life) for miRNA analysis or *Gapdh* (Applied Biosystems/Life) for mRNA quantification, and fold change was determined using the ΔΔCT method with SDS RQ Manager software (Applied Biosystems/Life).

### RNA sequencing

Whole hearts from E18 wild-type and *miR-1* double-knockout animals were isolated and total RNA was extracted with TRIzol (Invitrogen/Life), following the manufacturer’s suggested protocol. Genomic DNA was removed using a gDNA eliminator column (Qiagen, Hilden, Germany). RNA from three hearts of each genotype was pooled, and library preparation and sequencing were performed by the Beijing Genomics Institute (BGI). In brief, polyA transcripts were enriched and paired-end reads were sequenced on a High-seq 2000 (Illumina, San Diego, CA). Reads were mapped to the mm 9 genome, Ensembl v 59 annotation, with TopHat2 (Kim et al., 2013)***.*** Rank expectation (Thomas et al., 2011) was used to identify genes that were differentially expressed between the two backgrounds, using a false discovery rate threshold of 0.1.

### Array methods

Neonatal hearts (P2) from wildtype, *miR-1-1* null and *miR-1-2*^*+/−*^*:miR-1-1*^*+/−*^ double heterozygote animals were isolated and total RNA was extracted with TRIzol (Invitrogen/Life), following the manufacturer’s suggested protocol. Genomic DNA was removed using a gDNA Eliminator column (Qiagen). The samples were hybridized to Affymetrix Mouse Genechip ST 2.0 arrays. All arrays were RMA normalized and differentially expressed genes were identified using Limma. Gene changes were compared to an existing data set (Zhao et al., 2007) for *miR-1-2* null animals. 822 genes were statistically changed in one of the three genotypes when compared to the wild-type control (p value of 0.0025 and a fold change of greater than 1.5 or less than 0.5). Of these differentially expressed genes, 201 genes could be evaluated across all genotypes due to the difference in array probe sets.

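At these thresholds, taken literally as an unadjusted p under 0.0025 and a fold change above 1.5 or below 0.5, limma counted 28 genes in *miR-1-1* null hearts (18 higher and 10 lower) and 120 in double-heterozygous hearts (110 higher and 10 lower), and 136 in either genotype, out of 22180 tested. The unpaired t-test of the paper's statistics section, applied per gene and called the methods' t-test here, counted 5, 29 and 31. The array methods themselves name limma. Taking every probe set on its own gave 82, 327 and 381. Genes at or above the median level alone gave 17, 55 and 62. Without wild-type replicate 1 the count in null hearts was 48 and without null replicate 6 it was 46. With the level of *Eif2s3y* as a covariate, chosen after seeing the data, it was 40, with 22 of the 28 among them. With no effect about 55.45 genes would have a p under 0.0025 in each comparison, and 76 and 237 had one. Of the 120 genes of double-heterozygous hearts, 41 higher and 8 lower were named genes, 18 higher and 1 lower predicted gene models, 11 higher and 1 lower small RNAs, and 40 higher receptor or immunoglobulin family genes, 37 of them among the 1394 olfactory and vomeronasal receptor genes tested. The median log2 level of the 120 genes was 2.65, against 2.88 for all genes. The fold thresholds are not symmetric on the log scale. With a fold of 1.5 in both directions 44 genes were counted in null hearts, 40.9% of them higher, and 156 in double-heterozygous hearts, 70.5% of them higher. After Benjamini-Hochberg adjustment over all genes, 0 genes passed 0.05 in null hearts (smallest adjusted p = 0.0935; 1268 genes had an unadjusted p under 0.05, and 0 passed with the methods' t-test). In double-heterozygous hearts 4 genes passed, each with an adjusted p of 0.0241 (0 passed with the methods' t-test, and 2352 genes had an unadjusted p under 0.05). *Mylk4*, of the myosin light chain kinase family, fell (-1.15, standard error 0.11), and *Olfr1391* (1.47), *Gm14517* (1.44) and *Olfr1373* (1.15) rose. In wild-type hearts *Olfr1391* and *Gm14517* were dim, with mean log2 levels of 1.10 and 1.70 where the median of the olfactory and vomeronasal receptor genes was 1.220 to 1.374 per array. Their folds are therefore against values near background. *Olfr1373* was at 3.27. For each of the 4 the double-heterozygous arrays lay beyond all 3 wild-type arrays. The fit pools the spread of all 3 genotypes. The null arrays of *Mylk4* had an SD of 0, at a log2 level of 2.70 each, and those of *Olfr1373* an SD of 0.021. Such small spreads in a group outside the comparison lower the pooled variance behind these standard errors and adjusted p-values. With only the 2 groups of the comparison fitted 1 gene passed, none of these 4. Without replicate 1, 3, 4 or 7 this count was 0.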

### Western blots

Hearts were isolated from animals of the indicated genotypes between P0 and P3 and rinsed with 1X PBS. The tissue was resuspended in RIPA buffer and disassociated in a Bullet Blender (Next Advance). After a clarification and sonication step, the lysates were loaded on to a 4–20% SDS-PAGE (Biorad, Hercules, CA) gel and blotted using standard protocols. Primary antibodies against GAPDH (1:1000; Abcam), SRF (1:200; Santa Cruz Bio., Dallas, TX), CSRP1 (1:500; Abcam), TAGLN/Sm22 (1:500; Abcam), p-MLC ser18/thr19 (1:1000; Cell Signaling), MLCK/Telokin (1:1000; Abcam, Cambridge, England), ACTA2 (1:2000; Sigma). Visualization and quantification of blots was done on a Licor Odyssey system with fluorescently conjugated secondary antibodies (Licor, Lincoln, NE), according to manufacturer’s instructions.

### Polymerase II chromatin immunoprecipation

Pol II ChIP was performed as in Lee et al. (2006) with minor modifications. qPCR primer sequences described in Supplementary file 1.

### Bioinformatics and statistical analysis

Data were analyzed with Prism and/or Excel and an unpaired *t* test was used to determine statistical significance. Predicted genotype ratios were calculated by chi-square analysis. Relative quantity for qPCR analysis was determined using ΔΔCT method. Values for experimental animals normalized to the average of controls.

## Additional files

Supplementary file 1. Probe sequence/part number. **DOI:** http://dx.doi.org/10.7554/eLife.01323.036

### Major dataset

The following datasets were generated:

HeidersbachA, SaxbyC, Carver-MooreK, HuangY, AngY-S, IveyKN, SrivastavaD, 2013, microRNA-1 regulates sarcomere formation and suppresses smooth muscle gene expression in the mammalian heart, ; http://www.ncbi.nlm.nih.gov/sra/?term=SRP029956, Sequence Read Archive (SRA).

HeidersbachA, SaxbyC, Carver-MooreK, HuangY, AngY-S, IveyKN, SrivastavaD, 2013, Wildtype, miR-1-1 KO, miR-1 Double het P2 mixed strain heart analysis (MoGene 2.0 ST Arrays), ; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51394, Gene Expression Omnibus (GEO).

How the deposited data were processed for this re-analysis (not part of the article)

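Gene expression was measured in hearts of wild-type, *miR-1-1* null and double-heterozygous mice at postnatal day 2, with 3 arrays per genotype. The authors hybridized amplified RNA to Affymetrix mouse Gene ST arrays and deposited log2 expression values per probe set after RMA. The submitters' processing notes name RMA and Affymetrix Power Tools 1.12.0. The deposited values were used as they are, on the log2 scale, with no further normalization and no filter on dim genes. Genes were named through the platform's probe table and the gene table of the mouse assembly GRCm38, through which 23328 of 23521 probe sets with 1 gene symbol were matched by gene ID. The array's own genome build is not given in the sources used here, so no coordinates are printed. The number of arrays limits the precision. In simulated data on all 22180 genes, recovery by limma at an adjusted p under 0.05 was counted for genes changed 1.5-fold, 2-fold and 4-fold. It was 40.3%, 94.0% and 98.5% in the comparison of *miR-1-1* null with wild-type hearts. In that of double-heterozygous with wild-type hearts it was 31.3%, 94.0% and 100%. The simulated genes varied independently with moderated variances, and 67, 67 and 66 of them were changed at these folds, which eases the adjusted threshold. These shares therefore do not measure what was missed in the real arrays. There *Mir133a-2*, at a log2 fold change of -2.03 in null hearts, had an adjusted p of 0.533 from limma over all genes.

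R 4.3.3 and limma 3.58.1 were used for the tests, and Python 3.11.15 with matplotlib 3.10.9 for the figures. One linear model with a mean per genotype was fitted to all 9 arrays with lmFit and eBayes, and 3 contrasts were tested, each genotype against wild-type and double-heterozygous against *miR-1-1* null hearts. Genes were counted at the thresholds of the paper's array methods, an unadjusted p under 0.0025 with a fold change above 1.5 or below 0.5, and at a Benjamini-Hochberg adjusted p under 0.05 over all genes. Replicate numbers are not shared between genotypes, and no pairing was used. The exact permutation test of single values was two-sided. Before the data were examined, 23 gene lists of pathways and cell types with 521 entries were written, of which 44 had no probe set of a single gene. To these the 89 consensus *miR-1* targets of the paper were added, 85 of them measured. Lists were tested with camera at a preset inter-gene correlation of 0.01 and adjusted over the 24 lists, with an estimated correlation and with fry as alternatives. Lists of genes with *miR-1* or *miR-133a* sites in the 3' UTR were planned and not run, since no genome was used here, and the level of the Y-linked gene *Ddx3y* was planned as a covariate and not run, since it has no probe set of its own in the table.

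The rule for the genes named was written at the same time. It took the genes of the targeted loci, for each genotype against wild-type the 10 largest rises and falls among genes past the adjusted p with no overlap between the groups' arrays, filled up in order of p with genes past the study's thresholds, 5 and 5 for the direct comparison, the genes of the paper's figure supplement (1 of them is not reported here), the genes that the paper's text names in heart, and up to 4 members of each list with the smallest p. Predicted models, small RNAs and members of the olfactory receptor, vomeronasal receptor and immunoglobulin families were counted and not named. *Myh11*, *Tnni1*, *Tnni3*, *Vcl*, *Olfr1391*, *Olfr1373* and *Gm14517* are outside this rule and were chosen after their values were seen. Alternatives were another choice of arrays in the fit, another moderation of the variance, the methods' t-test and a filter on dim genes. Others were further normalization or centring, other uses of probe sets, array weights, other thresholds and leaving out each array in turn. The methods' t-test is the unpaired t-test of the paper's statistics section, applied per gene, whereas the paper's array methods name limma. The level of the Y-linked gene *Eif2s3y* as a covariate and cyclic loess normalization were added after the data were seen. Chance values under the shared wild-type arrays came from 100 simulations of normal values with each gene's mean and moderated variance, drawn independently for each gene. These simulations were repeated without each array in turn after the data were seen. Also after the data were seen, a mean level was called near background at or below the upper quartile of the olfactory and vomeronasal receptor genes. The quartile was that of the genotype compared against, 1.74 in wild-type and 1.78 in null hearts on the log2 scale. Of all pairs of arrays, 36 in number, none held more than 6.92% equal values within a tolerance of 1e-06, so no array was treated as a repeat. At the same tolerance 40.1% of genes had 2 equal values within a genotype, which can lower their estimated variance.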

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

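Of the tests below, those of unequal fold thresholds, receptor genes, the sex of the pups, vessel smooth muscle, 1 wild-type array, the share of cardiomyocytes and the stage of the hearts were chosen only after the result was seen, and the covariate *Eif2s3y* and cyclic loess normalization were added after the data were seen. Groups of 3 arrays were not searched for single outlying arrays.

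Between double-heterozygous and *miR-1-1* null hearts, tested directly, the effects against wild-type differed for *Mir133a-2* by 2.05, for *Mir133a-1* by -1.57 and for the 2 probe sets listed for *Mir1a-2* and *Mir1b* by -0.92 and -1.38 on the log2 scale. Outside the genes the paper discusses, *Mir1a-1hg* was higher than in wild-type by 1.26 in null and by 1.124 in double-heterozygous hearts. It passed over the 7 probe sets of the loci and not over all genes (adjusted p from limma 0.432 and 0.130). In double-heterozygous hearts *Mylk4* stood at -1.15 and *Olfr1391*, *Gm14517* and *Olfr1373* at 1.47, 1.44 and 1.15 against wild-type, where the first 2 of these 3 were near background.

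Of the genes past the study's thresholds in double-heterozygous hearts, 110 of 120 were higher than in wild-type. With a fold of 1.5 in both directions 70.5% were higher and with no fold threshold 59.1% (140 of 237), so the part of the unequal thresholds stays open. After cyclic loess normalization these shares were 79.2% and 73.4%, which argues against an intensity-dependent shift as the whole source. *Xist* was carried by 1 of 3 arrays in each of these 2 genotypes, and this balance argues against the sex of the pups as the whole source. With the level of *Eif2s3y* as a covariate 118 genes met the study's thresholds, 109 of them higher and 103 of them among the 120. Then 70.3% were higher with equal folds and 58.6% with no fold threshold. Given the balance, the covariate could hardly move the fold changes of this comparison, so these shares add little. The median change of the 1394 olfactory and vomeronasal receptor genes was 0.091 (median absolute deviation 0.17), and their median log2 level was 1.398 to 1.433 in the double-heterozygous arrays against 1.220 to 1.374 in the other 6. More genomic DNA or unspecific signal in the double-heterozygous arrays cannot be told apart from the genotype, since both would follow the same 3 arrays. Besides these, a lower quality of some probe sets stays open.

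*Cnn1*, *Myl9* and *Acta2* were higher in both genotypes when adjusted over their list alone. If the samples held more vessel smooth muscle, all abundant transcripts of that cell type would be higher together. Of *Acta2*, *Tagln* and *Myh11*, 2 lay below a level set from the mean change of *Cnn1* and *Myl9* by more than their standard error. *Tagln* was at 0.31 and 0.21 in null and double-heterozygous hearts, close to that level, and *Myh11* at -0.076 and -0.083. *Cnn1* and *Myl9* met the study's thresholds on these same arrays, which can set the level too high. The test of vessel smooth muscle therefore cannot decide. Leaving out 1 wild-type array left at least 76.9% of the mean change of the list, but with 3 shared arrays chance values of the controls cannot be told apart from an effect. More vessel smooth muscle stays open, and so does the genotype as a hypothesis. *Myh11* changed sign without wild-type replicate 1 (0.025 in null and 0.018 in double-heterozygous hearts).

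Fatty acid oxidation genes were lower in double-heterozygous hearts with camera's preset correlation (adjusted p = 1.75e-06), but did not pass with an estimated correlation (adjusted p = 0.549) or with fry (adjusted p = 0.0667). After cyclic loess normalization their mean was -0.22 (standard error 0.059), against -0.28 before it, which argues against an intensity-dependent shift as the whole source. A lower share of cardiomyocytes, made up by all other cell types alike, would raise the markers of each. Of 6 lists of other cell types only smooth muscle genes had a mean above 0, at 0.17 (0.24 after cyclic loess). Macrophage and leukocyte genes were at -0.25 (-0.22), a difference of 0.42 (standard error 0.13), or 0.45 (standard error 0.12) after cyclic loess. These were the highest and lowest of the 6 lists, and the standard error does not allow for that choice. Cardiac sarcomere genes (-0.17, and -0.12 after cyclic loess) and cardiac ion channel and conduction genes (-0.13 and -0.074) were lower too. A lower share of cardiomyocytes through a gain of 1 cell type was not tested and stays open. A score of the fetal isoforms *Tnni1* and *Myh7* against *Tnni3* was lower in double-heterozygous than in wild-type hearts by a log2 difference of -0.34 (standard error 0.21), where a younger stage needs a higher one, but it rests on *Myh7* (-0.86), since *Tnni1* was at 0.017 and *Tnni3* at -0.080. An effect of the genotype is a hypothesis, found and tested on the same arrays.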

How the results depend on the processing

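The level of *Eif2s3y* as a covariate and cyclic loess normalization were chosen after seeing the data, and the other alternatives before. No paired analysis was possible because the replicate numbers of the genotypes do not match. The planned covariate *Ddx3y* and the planned lists of 3' UTR sites were not run. Where nothing else is said, the cause of a difference was not tested.

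The genes past the study's thresholds numbered 28 in *miR-1-1* null hearts, 120 in double-heterozygous hearts, 67 between these genotypes and 136 in either genotype. Fitting only the 2 groups of each comparison gave 44 between the genotypes and 1 gene at an adjusted p under 0.05 in double-heterozygous hearts in place of 4, and 0 of the 4 were kept. The methods' t-test gave 5, 29, 10 and 31 genes, and 0 at an adjusted p under 0.05 in double-heterozygous hearts, with a spread estimated from each gene alone. With the genes at or above the median level alone, where fewer genes were tested, the counts were 17, 55, 28 and 62, with 2 genes at an adjusted p under 0.05 in double-heterozygous hearts and 4 gene lists in place of 6 in double-heterozygous hearts and in place of 8 between the genotypes. Taking every probe set on its own, unnamed ones included, gave 82, 327, 181 and 381, and 3, 2 and 1 at an adjusted p under 0.05 in null hearts, in double-heterozygous hearts and between them. A fold of 1.5 in both directions gave 44 genes in null hearts, and an adjusted p under 0.05 with the study's folds gave 0, 4, 0 and 4. With an estimated correlation and with fry, 0 gene lists passed in null hearts, in double-heterozygous hearts and between them (smallest adjusted p 0.471, 0.549 and 0.353 for the first and 0.0819, 0.0667 and 0.0995 for fry). After cyclic loess normalization 4 lists passed in double-heterozygous hearts, 2 of them higher, and 5 between the genotypes. With the covariate *Eif2s3y* 40 genes met the study's thresholds in null hearts, 22 of them among the 28.

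Without each array in turn, the count in null hearts ran from 24 to 48, with 48 without replicate 1 and 46 without replicate 6, and 18 and 17 of the 28 genes were among these. The count between the genotypes ran from 44 without replicate 4 to 98 without replicate 9. Genes at an adjusted p under 0.05 ran from 0 to 13 in double-heterozygous hearts (0 without replicate 1, 3, 4 or 7, 1 without replicate 2, 2 without replicate 9, 9 without replicate 6 and 13 without replicate 8) and from 0 to 1 in null hearts (1 without replicate 8). The correlation of the fold changes ran from 0.418 without replicate 5, below the simulated range for shared controls, to 0.628 without replicate 3. Gene lists ran from 1 to 6 in null hearts (2 without replicate 2 or 3 and 1 without replicate 6), from 2 to 7 in double-heterozygous hearts (2 without replicate 2 or 9) and from 3 to 9 between the genotypes (5 without replicate 4, 4 without replicate 6 and 3 without replicate 8). Fatty acid oxidation genes in double-heterozygous hearts passed in all 9 of these runs, as did cell cycle genes and cardiac ion channel and conduction genes between the genotypes. There the mean of the cell cycle list ran from 0.18 without replicate 4 to 0.46 without replicate 6. The mean of the cell cycle list in double-heterozygous hearts ran from -0.078 without replicate 2 to 0.29, and it did not pass without replicate 8 or 9 either.

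Of 148 gene values, 58 were past the study's thresholds. Among these, 28 stayed past them in each run without 1 array, 12 under each other setting and 39 under each other setting but the methods' t-test, and 0 changed sign. Sign changes were seen for small values. *Mib1* in null hearts stood at 0.018 after a further quantile normalization, 0.028 with the covariate *Eif2s3y* and 0.0095 after cyclic loess, and *Tnni1* in double-heterozygous hearts at -0.0013 with each array centred on its median. The consensus *miR-1* targets changed the direction of their test at or above the median level, with means of -0.028 in double-heterozygous hearts and -0.042 between the genotypes, and had a mean of 0.025 in double-heterozygous hearts after cyclic loess. Without each array in turn their mean there ran from -0.040 to -0.015. In the same runs, *Fos* ran from -0.12 to 0.050 and *Mir133a-2* from -0.22 to 0.30 in double-heterozygous hearts, *Rab26os* from -0.14 to 0.19, *Tnni1* from -0.021 to 0.076, *Myocd* from -0.021 to 0.14 and *Myh11* from -0.14 to 0.018. In null hearts *Fos* ran from -0.047 to 0.30, *Mib1* from -0.064 to 0.11, *Mir133a-1* from -0.44 to 0.031, *Myh11* from -0.13 to 0.025 and *Egr1* from -0.38 to 0.52.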

Differences from the paper's values

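The paper's count of genes changed in one of 3 genotypes at an unadjusted p of 0.0025 and a fold change above 1.5 or below 0.5 is 822, the paper's value, and the count here is 136 in *miR-1-1* null or double-heterozygous hearts at the same thresholds. The paper's count also covers *miR-1-2* null animals, which were not analysed here, so the group here is narrower. Of the alternatives set before the data were examined, 0 came within 1.5 times the paper's count, and their counts ran from 4 with an adjusted p under 0.05 to 381 with every probe set on its own.

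The paper lists genes as coordinately dysregulated in its genotypes. Of 22 of them analysed here, 17 lay on the drawn side of 0 in both genotypes, and 0 met the study's thresholds in either with limma. The other 5 lay on the opposite side in 1 genotype. With a fold of 1.5 in both directions *Slc26a10* and *Rab26os* passed in null hearts. *Rab26os* also passed there with each array centred on its median, with the covariate *Eif2s3y*, chosen after seeing the values, and without replicate 1, 3, 5 or 6, *Jpt2* without replicate 5 and *Trim54* without replicate 6, and *Bex4* passed in double-heterozygous hearts without replicate 8.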

Other observations

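Of the tests below, the splits of the arrays were planned and the genes and lists were fixed with the design, except *Olfr1391*, *Gm14517* and *Olfr1373*, which were chosen after their values were seen.

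Other splits of the 6 arrays of a comparison into groups of 3 number 10 with the real one, too few for a share under 0.05. The real split kept its direction, and each other split took the direction with more genes. Genes past the study's thresholds numbered 28 in *miR-1-1* null hearts for the real split and 34 for the highest other split (2 of 10 splits as large), 120 and 20 in double-heterozygous hearts (1 of 10) and 67 and 26 between the genotypes (1 of 10). Genes at an adjusted p under 0.05 numbered 0 and 0 in null hearts (10 of 10), 4 and 0 in double-heterozygous hearts (1 of 10) and 0 and 0 between the genotypes (10 of 10). Gene lists numbered 6 and 6 in null hearts (2 of 10), 6 and 4 in double-heterozygous hearts (1 of 10) and 8 and 3 between the genotypes (1 of 10). For the 136 genes in either genotype, 100 splits of the 9 arrays into 3 groups were used, the real one among them. The highest other split gave 94, and 1 of 100, the real one, was as large. A count this large was therefore rare, at a share under 0.05, when arrays were grouped at random. The count is mostly made of the 120 genes of double-heterozygous hearts. The splits cannot tell the genotype from another difference that follows the same arrays.

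Of 20 measured genes that the paper's text names in other hearts, mostly *miR-1* double-knockout hearts, *Cnn1* met the study's thresholds in both genotypes and the other 19 in neither. The paper reports some of them as raised and others, such as *Srf*, *Fos* and *Egr1*, as not raised, so the 19 do not all differ from it. It reports *Irx5*, a cardiac transcription factor, as raised in *miR-1-1* knockout hearts of adults, an age not measured here. Among the 19, in null and double-heterozygous hearts, *Irx5* had log2 fold changes of 0.064 and -0.15. In the same order *Myocd* stood at 0.25 and 0.075, *Srf* at -0.15 and -0.46 and *Fos* at 0.18 and -0.043. *Egr1* was at 0.055 and -0.39 and *Nppa* at 0.26 and 0.27. *Mylk* was at -0.12 in null hearts, as 1 value for the gene that does not tell Telokin from its other products. In null hearts the log2 fold changes of the genes that passed the adjusted p in double-heterozygous hearts were -0.95 for *Mylk4* (adjusted p = 0.0935), whose 3 null arrays gave the same value of 2.70, 0.53 for *Olfr1391*, 0.27 for *Gm14517* and 0.39 for *Olfr1373*.

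Of the lists, 12 did not pass camera's test in any of the 3 comparisons. Their mean log2 fold changes in null and double-heterozygous hearts were fetal cardiac genes -0.25 and -0.24, glycolysis genes 0.027 and -0.0041, endothelial genes -0.032 and -0.11, erythroid genes -0.13 and -0.031, thymus and lymphocyte genes 0.026 and 0.016, lung epithelial genes -0.14 and -0.25, skeletal muscle genes -0.027 and -0.049, brown fat genes -0.087 and -0.14, liver genes -0.059 and -0.036, epicardial and nerve genes -0.017 and -0.12, sex-linked genes 0.45 and 0.035 and consensus *miR-1* targets 0.013 and -0.030. The lowest adjusted p among them against wild-type was 0.102, for endothelial genes in double-heterozygous hearts. Mean, median and test differed in sign in null hearts for glycolysis (median -0.029), lung epithelial (median 0.055), skeletal muscle (median 0.024) and epicardial and nerve genes (median -0.046), and in double-heterozygous hearts for erythroid (median 0.075) and sex-linked genes (median -0.048). *Sox10*, a transcription factor of neural crest and Schwann cells, was higher when adjusted over its list alone, at 0.50 and 0.45. Relative to their means over all arrays, lung epithelial genes lay at 0.57 in wild-type replicate 1, against -0.18 and 0.0048 in wild-type replicates 2 and 3. Brown fat genes lay at 0.30 there, against 0.040 and -0.12. The changes of these 2 lists against wild-type therefore rest largely on wild-type replicate 1. Cell cycle genes lay at -0.44 in wild-type replicate 2 and -0.47 in null replicate 4.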
